# Monocytes undergo multi-step differentiation in mice during oral infection by *Toxoplasma gondii*

**DOI:** 10.1038/s42003-019-0718-6

**Published:** 2019-12-18

**Authors:** Aurélie Detavernier, Abdulkader Azouz, Hussein Shehade, Marion Splittgerber, Laurye Van Maele, Muriel Nguyen, Séverine Thomas, Younes Achouri, David Svec, Emilie Calonne, François Fuks, Guillaume Oldenhove, Stanislas Goriely

**Keywords:** Interleukins, Monocytes and macrophages, Infection, Epigenetics in immune cells

## Abstract

Monocytes play a major role in the defense against pathogens. They are rapidly mobilized to inflamed sites where they exert both proinflammatory and regulatory effector functions. It is still poorly understood how this dynamic and exceptionally plastic system is controlled at the molecular level. Herein, we evaluated the differentiation process that occurs in Ly6C^hi^ monocytes during oral infection by *Toxoplasma gondii*. Flow cytometry and single-cell analysis revealed distinct activation status and gene expression profiles in the bone marrow, the spleen and the lamina propria of infected mice. We provide further evidence that acquisition of effector functions, such as the capacity to produce interleukin-27, is accompanied by distinct waves of epigenetic programming, highlighting a role for STAT1/IRF1 in the bone marrow and AP-1/NF-κB in the periphery. This work broadens our understanding of the molecular events that occur in vivo during monocyte differentiation in response to inflammatory cues.

## Abstract (web summary)

Detavernier et al. show that localized waves of epigenetic programming regulate the differentiation process of Ly6C^hi^ monocytes during oral infection by *Toxoplasma gondii*, which are dominated by STAT1 in the bone marrow and AP-1/NF-kB in the periphery. This study provides insight into how monocytes are differentiated in response to inflammatory cues.

## Introduction

Monocytes represent a major component of the mononuclear phagocytic system, a specialized system of phagocytic cells localized throughout the body^1^. These cells originate from hematopoietic stem cell-derived progenitors in the bone marrow (BM) that sequentially differentiate into common monocyte progenitors. In mouse, Ly6C^+^ cells represent the majority of circulating monocytes. They participate to immune homeostasis but are also extremely responsive to inflammatory cues in the context of infections, cardiovascular diseases, autoimmunity, or cancer^2^. Once in the tissues, monocytes complement resident macrophages or dendritic cells (DCs). Depending on the microenvironmental context, they may exert both proinflammatory and regulatory effector functions. It is still poorly understood how this dynamic and exceptionally plastic system is controlled at the molecular level. Selective expression of gene subsets is determined by the activity of distant enhancers during the development of myeloid cells. Lineage-determining transcription factors expressed in progenitors, such as PU.1 or C/EBP act as pioneer factors that establish a unique *cis*-regulatory context^3^. Homeostatic signals delivered by the local microenvironment further shape the enhancer landscape to provide tissue-specific identity and plasticity^4^. Integration of “danger” signals, upon lipopolysaccharide (LPS) stimulation for example, leads to the activation and recruitment of transcription factors (NF-κB, IRFs, and STATs) to these preestablished enhancer/promoter regions, leading to the induction of specific gene expression programs. Nevertheless, some specific stimulus-responsive transcription factors, such as AP-1, IRF8, or STAT1 may also promote the opening of previously inaccessible regions and the acquisition of de novo enhancers that further contribute to cell plasticity^5^. Beyond this first degree of specialization imposed by lineage specifications and microenvironmental factors, it is still not clear how the decision to express specific gene patterns is accomplished. Pioneer transcriptomic studies revealed that within an apparently homogeneous population, distinct patterns of gene activation occur at the single-cell level^6^. However, most of these studies have been conducted under steady-state conditions or on primary macrophages/cell lines cultured in vitro and exposed to a single, well-defined stimulus. While these models are extremely useful to decipher the broad mechanisms involved in the functional specialization of myeloid cells, they probably do not fully recapitulate the sequences of events that occur in vivo upon pathogen encounter. During infection, myeloid cells are exposed to a broad range of microbial/danger-associated stimuli and cytokines that can influence every steps of differentiation. Furthermore, this spectrum of signals is likely to yield strong heterogeneity at the single-cell level in terms of transcriptional and functional output. Herein, we evaluated the differentiation process that occurs in Ly6C^hi^ monocytes during oral infection by *Toxoplasma gondii*. This obligate intracellular parasite rapidly invades the distal half of the small intestine. Parasite burden in the gut peaks 8 days after infection and is associated with acute inflammatory response linked to bacterial translocation^7^. We provide evidence that acquisition of effector functions by Ly6C^hi^ monocytes is accompanied by localization-specific waves of epigenetic programming, dominated by STAT1 in the BM and AP-1/NF-κB in the periphery.

## Results

### Organ-specific phenotype of monocytes during infection

Oral infection with *T. gondii* cysts (ME-49 strain) induces a Th1-dominated immune response that is required for pathogen control but leads to intestinal immunopathology^8^. We first evaluated the parasite burden in different organs by performing plate-forming unit assay. Four days post infection, we detected the parasite in the lamina propria of the small intestine (SILP) but not in the spleen nor in the BM (Fig. 1a). By day 7, we observed a massive increase in parasitic burden in the SILP and detected its presence in the spleen. Importantly, it remained undetectable in the BM at this timepoint. (Fig. 1a). In this complex setting, we explored the effect of the infection on monocyte differentiation. Ly6C^hi^ monocytes play a major role in parasite killing but also exert regulatory functions^9,10^. These cells were identified as live, CD45^+^LIN^−^Ly6G^−^CD11b^hi^Ly6C^hi^ cells. Under steady-state conditions, they represent a minor proportion of immune cells among splenocytes, in the mesenteric lymph node (MLN) or the SILP (Fig. 1b). In agreement with previous reports^10^, the proportion of Ly6C^hi^ monocytes strongly increased in these organs at the peak of infection (day 8). Under these inflammatory conditions, they upregulate CD64 expression (high-affinity IgG receptor FcγRI; Fig. 1c). Induced upon migration of monocytes across the vascular endothelium into tissue, CD64 is linked to transition toward a more activated and/or differentiated cell type^11,12^. Furthermore, it has emerged as a marker for monocyte-derived (mo) DCs^13^. Consistent with this notion, a proportion of these cells acquired CD11c and MHCII expression in the spleen and the MLN (Fig. 1c). Monocytes in the peripheral organs also upregulated costimulatory molecules (CD80, CD86, and CD40). Importantly, some of these phenotypic changes already occurred in the BM as a fraction of Ly6C^+^ myeloid progenitors expressed CD64 and MHCII at their surface upon *T. gondii* infection. In order to better define the phenotype of these CD11b^+^Ly6C^+^ monocytes in these different localizations, we used unbiased clustering *t*-Distribution Stochastic Neighbor Embedding (*t*-SNE) multiparameter analysis of Ly6C, CD64, MHCII, CD11c, CD80, CD86, and CD40 staining. Based on these markers and their behaviors in these different organs, we defined five main cell clusters (Fig. 1d). Clusters 1 and 2 correspond to CD64^neg^MHCII^lo^ monocytes that are mostly found under steady-state conditions. Clusters 3–5 correspond to CD64^+^MHCII^hi^ monocytes. Cluster 3 is mostly composed of BM monocytes from infected mice but it also harbors cells from the spleen and SILP under steady-state conditions, suggesting that it represents an intermediate differentiation state. Cluster 4 is specifically enriched in the spleen of infected mice and corresponds to cells that also express CD11c and costimulatory markers. Finally, cluster 5 was dominant in the lamina propria and corresponds to cells that express high levels of costimulatory markers but lower levels of CD11c and CD86 as compared to cluster 4. This result supports the notion that differentiation into effector cells is initiated during their development in the BM^14^ and provides further evidence that at the peak of the infection, they acquire additional, localization-specific phenotypic features in the periphery. Altogether, this model represents an invaluable situation to assess the differentiation process that occurs in monocytes in vivo prior to egress from the BM, in the spleen under the influence of systemic inflammation and at the site of mucosal infection.

**Fig. 1:**
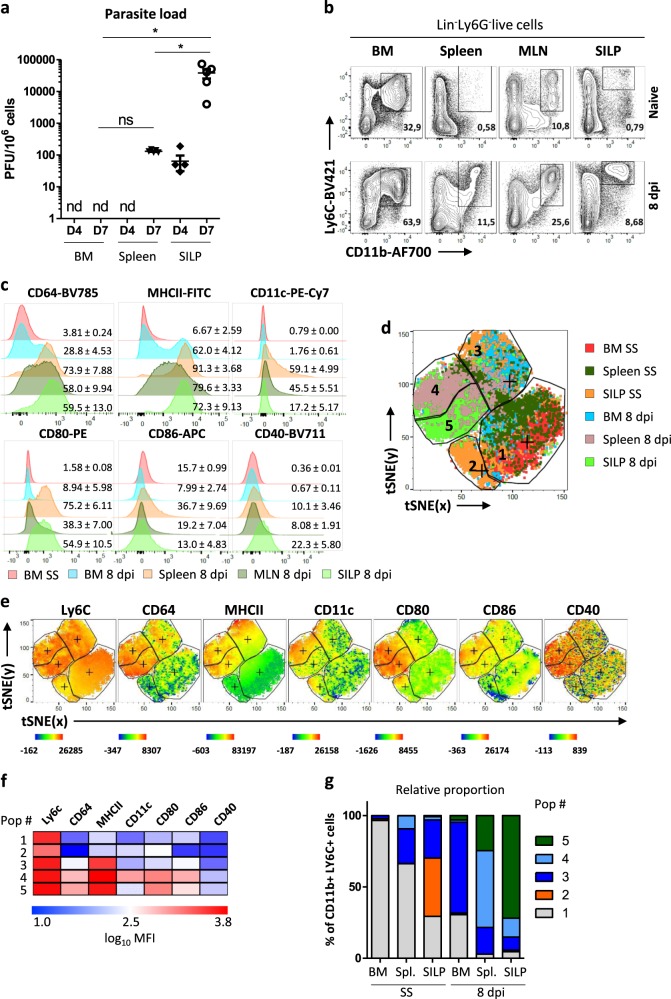
Ly6C^+^ monocytes acquire localization-specific phenotype in the course of *T. gondii* infection. C57BL/6 wild-type mice were infected perorally with 25 cysts of ME-49 *T. gondii*. **a** Parasite load assessment in the BM, the spleen, and the small intestine lamina propria (SILP) from infected (4 or 7 dpi) mice by plaque forming units (PFU) titration. The experiment was performed once on five mice **b** FACS dot plots of CD11b^+^Ly6C^+^ monocytes from the BM, the spleen, the mesenteric lymph nodes (MLN), and the SILP of naive (steady state) and infected (8 dpi) mice. Data representative of three independent experiments with at least ten mice. **c** Representative histograms showing expression levels of surface markers by CD11b^+^Ly6C^+^ monocytes isolated from the BM, spleen, MLN, or SILP of naive (SS) or infected mice (8 dpi). Numbers indicate percentage of positive cells, expressed as mean ± s.d. from ten individual mice. **d** Unsupervised analysis of single live Lin^−^Ly6G^−^CD11b^+^Ly6C^+^ events from two concatenated mice (one infected and one naive) using nonlinear dimensionality reduction in conjunction with the *t*-Distributed Stochastic Linear Embedding (*t*-SNE) algorithm. **e** Intensity of Ly6C, CD64, MHCII, CD11c, CD80, CD86, and CD40 stainings on the *t*-SNE plots. **f** Median fluorescence intensity (MFI) of surface and activation markers by each of the five *t*-SNE clusters, expressed as log_10_ MFI. **g** Relative proportion of each population among CD11b^+^ Ly6C^+^ cells in the BM, spleen, and SILP under steady-state conditions or upon infection.

### Molecular heterogeneity of individual inflammatory monocytes

To delineate the functional heterogeneity of Ly6C^hi^ monocytes during *T. gondii* infection at the single-cell level, we used an experimental system that allowed us to investigate gene expression of individual monocytes under steady state or in the different organs during infection. Based on our phenotypic analysis, we isolated Ly6C^+^ monocytes from the BM, the spleen and the SILP under steady-state conditions and Ly6C^+^CD64^+^ inflammatory cells from the BM, the spleen (either CD11c^hi^ or ^low^ cells), and from the SILP (Gating strategy: Supplementary Fig. 1). We selected genes encoding proteins reported to influence monocyte differentiation or to contribute to effector/regulatory functions, including cytokines, chemokines, surface markers, key metabolic enzymes, and transcriptional regulators (Supplementary Table 1). After excluding failed reactions, we retained expression data from 603 single cells and 79 genes for in-depth analysis (violin plots for individual genes are depicted in Supplementary Fig. 2). Principal component analysis (PCA) revealed that monocytes from the different localizations under steady-state conditions tended to cluster together (Fig. 2a). Upon infection, monocytes isolated from the BM, spleen, and the SILP segregated into distinct clusters. Globally, CD11c^low^ and CD11c^high^ splenic monocytes were indistinguishable. In sharp contrast, cells from the SILP were very different from splenic cells and displayed a considerable degree of heterogeneity. This is compatible with stochastic differences in the activation of regulatory circuits upon activation^15^. We looked more carefully at the genes that were differentially expressed in these groups (Fig. 2b). Several IFN-dependent genes (such as *Irf1*, *Cxcl9*, or *Ifit2*) were already expressed in BM monocytes from infected mice. This is consistent with the notion that in this model, monocytes are already primed in the BM by IFNγ produced by NK cells^14^. Other genes such as *Tnf*, *Ccl3*, and *Ptgs2* (encoding COX2) were expressed in the spleen and SILP but rarely in the BM. Finally, only cells from the SILP expressed *Nos2*, *Cxcl2*, *Il6*, or *Il10*. Given the important molecular heterogeneity displayed by SILP monocytes from infected mice, we tried to define specific patterns of gene expression. Some genes induced upon *T. gondii* infection, such as *Tnf*, *Cxcl2*, *Cxcl10*, or *Ptgs2* were expressed by a majority of SILP monocytes. This observation suggests that most of these cells have received activation signals from microbial components or inflammatory cytokines (Fig. 2c). In the same cells, expression of other mediators, such as *Il6*, *Nos2*, and *Ccl2* was clearly bimodal. This could reflect distinct activation status and/or differences in the usage of key regulatory circuits^6^. Finally, expression of some inducible genes, such as *Cxcl1, Cxcl11*, or *Il10* was restricted to few cells. This hierarchical organization of inducible genes could be related to temporal or stochastic events, or reflect distinct requirements for long-range contact between regulatory elements that only occur in rare “jackpot” cells^16^.

**Fig. 2:**
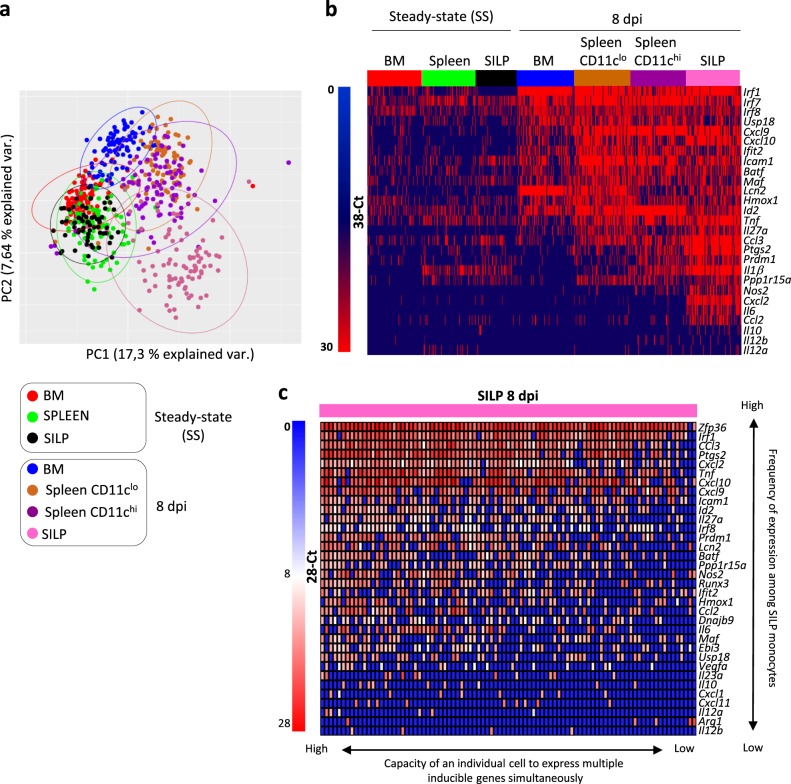
Molecular heterogeneity of inflammatory monocytes at the single-cell level. Transcriptomic profiling of 603 individual monocytes isolated from BM, spleen, and SILP of naive (SS) or infected mice (8 dpi) was performed by single-cell high-throughput qPCR (from a pool of three naïve and seven infected mice). Individual splenic CD11c^hi^ and CD11c^low^ monocytes were sorted separately. **a** Principal component analysis of expression of 79 genes by monocytes from BM, spleen (CD11c^hi^ and ^low^), and SILP from naïve (SS) or infected (8 dpi) mice (see the color code). Each dot represents an individual monocyte. **b** Heatmap of expression values (38.7-Ct) of the 27 most differentially expressed genes by monocytes from BM, spleen (CD11c^hi^ and ^low^), and SILP from naive (SS) or infected (8 dpi) mice (see the color code). **c** Heatmap of expression values (28-Ct) of the 34 most differentially expressed genes by monocytes from the SILP of infected mice.

Taken together, these results indicate that the activation status of individual Ly6C^hi^ monocytes is strongly associated with their localization during *T. gondii* infection and that major functional heterogeneity is observed in the lamina propria.

### CD11c^hi^Ly6C^hi^ monocytes represent the main source of interleukin 27

To further illustrate the specific gene patterns that are observed in monocytes from different localizations, we focused on interleukin (IL)-12 family members. These cytokines play a key role in the control of inflammation. In the context of *T. gondii* infection, IL-12 is critical to control the parasite burden^17^. In contrast, IL-27 displays regulatory functions by promoting the suppressive activity of regulatory T cells^18^. The five genes that encode IL-12, IL-23, and IL-27 are differentially regulated at the epigenetic, transcriptional, and posttranscriptional levels^19^. We evaluated the behavior of these genes as monocytes represent potential sources of these mediators (Fig. 3a). *Il12a* and *Il12b* were expressed at low frequency, only in CD11c^hi^ splenic cells or SILP monocytes from infected mice. *Ebi3* was expressed in a large proportion of cells under steady-state conditions and further increased in CD11c^hi^ splenic monocytes. In contrast, the gene encoding the other subunit of IL-27, *Il27a*, displayed a dynamic behavior with expression induced upon infection in some BM monocytes with a further increase of frequency in the spleen and the SILP. These results suggest that Ly6C^hi^ monocytes might be functionally specialized for the production of IL-27 rather than IL-12/23 upon differentiation induced by inflammatory cues. Previous studies have suggested that DCs rather than macrophages were the main source of IL-27^20^. However, the lack of adequate tools did not allow to formally validate this notion. We therefore developed a *Il27a*-eGFP reporter BAC transgenic mouse to address this specific point. IL-27 was not detected in Ly6C^+^ monocytes under steady-state conditions (Fig. 3b). Upon *T. gondii* infection, we detected IL-27 in BM and circulating monocytes of infected mice. The frequency of IL-27-positive cells was further increased in monocytes from the spleen, MLN and lamina propria. In parallel experiments, we used IL12B-YFP (Yet40) reporter mice and detected low frequency of IL-12B-producing monocytes. In the spleen, we could demonstrate that CD11c^hi^ monocytes and conventional DCs represent the primary sources of IL-27 and IL-12/23, respectively (Fig. 3c, d). Monocytes were also the main source of IL-27 in the SILP (Supplementary Fig. 3). This result indicates that these populations fulfill different functions in the course of infection and that monocytes are functionally specialized for high IL-27 production, in particular when they acquire CD11c expression in lymphoid organs or at the site of infection.

**Fig. 3:**
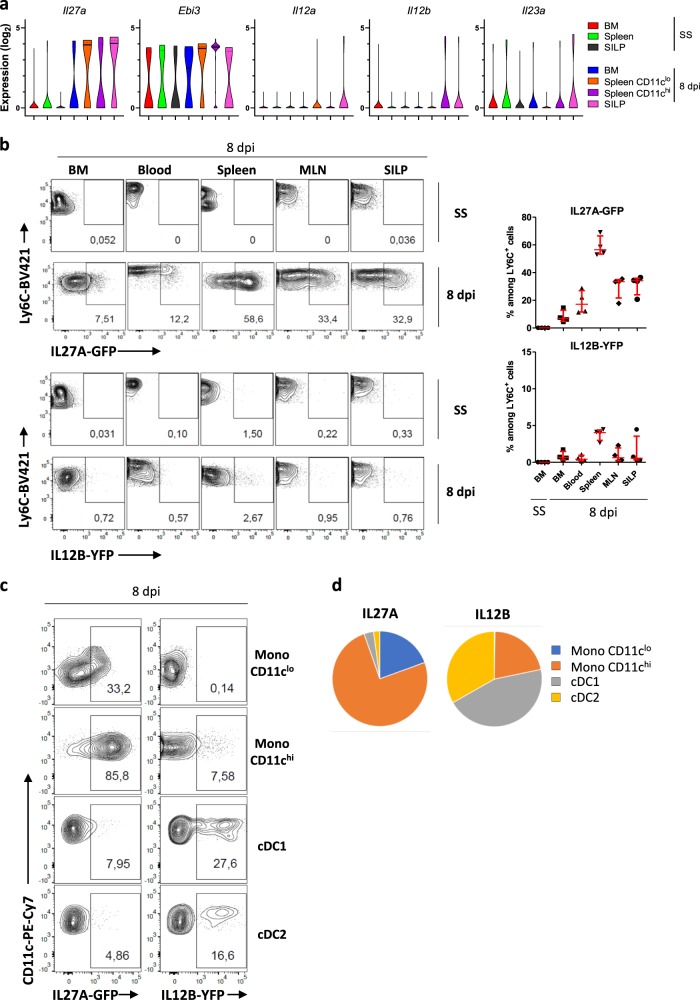
CD11c^hi^Ly6C^hi^ monocytes represent the main source of IL-27 during *T. gondii* infection. **a** Violin plots of log_2_ expression values (38.7-Ct) of the five genes encoding IL-12 (*Il12a* and *Il12b*), IL-23 (*Il23a* and *Il12b*), and IL-27 (*Il27a* and *Ebi3*) by individual monocytes from BM, spleen (CD11c^hi^ and ^low^), and SILP from naive (SS) or infected (8 dpi) mice (see the color code). **b**–**d** IL12B-YFP (Yet40) reporter mice and IL27a-eGFP BAC reporter mice were infected perorally with *T. gondii* cysts. **b** Flow cytometric analysis of CD11b^+^Ly6C^high^ monocytes from the BM, blood, spleen, mesenteric lymph nodes (MLN), and small intestine lamina propria (SILP) of naive (SS) and infected (8 dpi) mice. Numbers represent the frequency of positive monocytes. Scatter plots indicate the frequency of IL27A-GFP (above) and IL12B-YFP (below) positive monocytes in each organ. Horizontal bars indicate median ± interquartile range and are representative of more than three experiments. Each point represents an individual mouse. **c** Flow cytometric analysis of IL12B-YFP and IL27A-GFP expression by splenic monocytes (CD11c^hi^ and ^low^), conventional DC 1 (cDC1) and 2 (cDC2), defined as Lin^−^MHCII^hi^CD11c^hi^CD64^−^CD11b^low^CD8α^+^ and Lin^−^MHCII^hi^CD11c^hi^CD64^−^CD11b^+^CD8α^low^, respectively. Numbers represent the frequency of positive cells. **d** Relative proportion of each population among IL27A-GFP^+^ and IL12B-YFP^+^ cells in the spleen of infected mice (means from *n* = 4 per group, representative of three independent experiments).

### Epigenetic modifications occurring in inflammatory monocytes

Next, we investigated the molecular processes that underlie acquisition of effector functions. For this purpose, we analyzed epigenomic landscapes of these monocyte subpopulations by ATAC-Seq approaches. This technique allows us to map open chromatin regions throughout the genome. 

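ATAC-Seq uses a transposase that inserts sequencing adapters into accessible DNA, so that fragments accumulate over open chromatin. Here 12 libraries of sorted monocytes were analyzed, each prepared from 20000 cells. They comprised 2 libraries from naive BM and 2 from naive spleen. From mice infected perorally with 25 cysts and analyzed at 8 dpi came 1 library of the BM, 1 of the spleen and 2 of the SILP. A further 2 libraries held splenic monocytes of infected mice sorted as CD11c low or CD11c high, and 2 held WT monocytes from the BM and the spleen of infected mixed BM chimeras. Cells were pooled from 2 to 3 mice per library, or from 7 mice for the chimeras.
The authors deposited 1 list of peaks per library, called separately for each library with MACS2 after mapping to mm10 and removal of multi-mapped, blacklisted and duplicate reads. A list gives the position, the summit, the fold over background and the −log10 q of each peak. These scores are the authors' and were used only within a list. The lists hold no read counts, so the total depth of a library is not given, and only in 3 lists can a background pileup be recovered. The naive BM lists held 41306 and 40981 peaks on nuclear chromosomes and the naive spleen lists 44634 and 31242. The infected BM list held 40521 peaks, the infected spleen list 41635 and the SILP lists 36604 and 46951. The CD11c low list held 12476 peaks and the CD11c high list 52964.
The lists were not all called in the same way. In 3 of them (naive spleen replicate 1, CD11c low and CD11c high), the peak names carry the caller's term for a run without local background, and the fold values are whole multiples of a single step (100% of the low values within 0.02 of a step). Their median peak width was 149 to 189 bp, against 416 to 580 bp in the other 9 lists.
Peaks of all 12 lists that shared at least 1 bp were merged into an atlas of 79680 regions, of which 10.9% had a peak in all 12 lists and 25.6% in 1 list only. A region was scored as open in a library when a peak of that library lay in it. Absence of a peak is absence at the authors' threshold, not absence of signal.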

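In the BM, 6072 atlas regions had a peak in the infected library and in neither naive library, and 5051 had a peak in both naive libraries but not in the infected one. The same count with a naive library as the odd one of the 3 gives the difference that arises between replicates. Naive BM replicate 1 alone gained 4112 and lacked 2229 regions, and replicate 2 gained 3909 and lacked 1863. Both counts for infection exceeded those of either replicate. In the spleen, 9696 regions were gained and 1950 were lost in the infected library. Naive spleen replicate 1 alone gained 8951 and lacked 3370 regions, and replicate 2 gained 2238 and lacked 4662. The regions lost in the spleen were therefore fewer than those lacking in either naive replicate, and they changed with the naive library used, to 4188 without replicate 1 and 10901 without replicate 2. These counts, which rest on 1 infected library per organ, were not tested. Restricting every library to its 10000 peaks with the highest −log10 q moved the gained regions most, to 1265 in the BM and 1787 in the spleen.
Libraries that took no part in these counts were used as a check. Of the regions gained in the BM, 45.2% also had a peak in the chimeric WT BM library. This share was 16.3% for regions with no peak in the naive BM libraries or the infected BM library but with a peak in some other infected library, the chimeric one included. Of the regions gained in the spleen, 59.8% had a peak in the chimeric WT spleen library, against 26.5% of the comparison regions. The CD11c high library had a peak in 45.3% of the regions gained in the spleen, against 39.7% of comparison regions that include those found only in its own list, and CD11c low in 4.08% against 2.46%. Of the regions lost, 29.4% still had a peak in the chimeric WT library in the BM and 45.2% in the spleen. The CD11c high library still had a peak in 49.2% of the regions lost in the spleen, and CD11c low in 4.92%. In both CD11c-sorted libraries these shares were above those of the regions gained in the spleen.
All 12 libraries were also compared by the share of regions with a peak in only 1 of 2 libraries, which is 1 minus the Jaccard index. The mean of this distance between naive and infected libraries exceeded the mean within the 2 groups by 0.0125 (4 naive and 8 infected libraries, one-sided exact permutation test, p = 0.335, 166 of 495 splits as large). This result rested on the CD11c low library. Without it the difference was 0.0501 and the actual split was the most extreme of all (exact permutation test, one-sided, p = 0.00303). Without naive spleen replicate 1 the difference was −0.000509 (same exact test, one-sided, p = 0.285).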

We observed extensive modifications upon *T. gondii* infection, in both BM and splenic monocytes (Fig. 4a). However, pairwise comparisons and PCA revealed that these two subpopulations segregated in very distinct clusters (Fig. 4a, b). In contrast, SILP monocytes clustered with splenic cells, indicating close similarities upon *T. gondii* infection. 

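Between the infected BM and the infected spleen library, 7878 regions had a peak only in the BM, 8868 only in the spleen and 31614 in both, a distance of 0.346. The 3 pairs of replicates lay 0.342 ± 0.0895 apart (mean ± SD), with 0.261 for naive BM, 0.438 for naive spleen and 0.326 for SILP. The distance between infected BM and spleen was above 2 of these 3 pairs and below the naive spleen pair, of which 1 list was called without local background. Without that pair, left out after seeing the data, the replicates averaged 0.294. With the 10000 highest peaks per library, infected BM and spleen were 0.373 apart, and the 3 replicate pairs 0.294. The chimeric WT libraries of the 2 organs were 0.406 apart, and naive BM and naive spleen 0.396 on average over 4 pairs.
The 2 infected BM libraries were then set against the 4 infected spleen and 2 SILP libraries. The mean distance between the groups was below the mean within them, by −0.0217 (one-sided exact permutation test, p = 0.393, 11 of 28 splits as large, where the smallest possible p is 0.0357). Leaving out the CD11c low library turned the difference positive, to 0.0428 (one-sided exact permutation test, p = 0.143). A choice made after seeing the data, to leave out both infected lists called without local background, gave 0.0637, with the split by organ ahead of the other 14 (one-sided exact permutation test, p = 0.0667, the smallest p that these 6 libraries allow). The principal component analysis of Fig. 4b was not repeated from the peak lists.

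**Figure D1:**
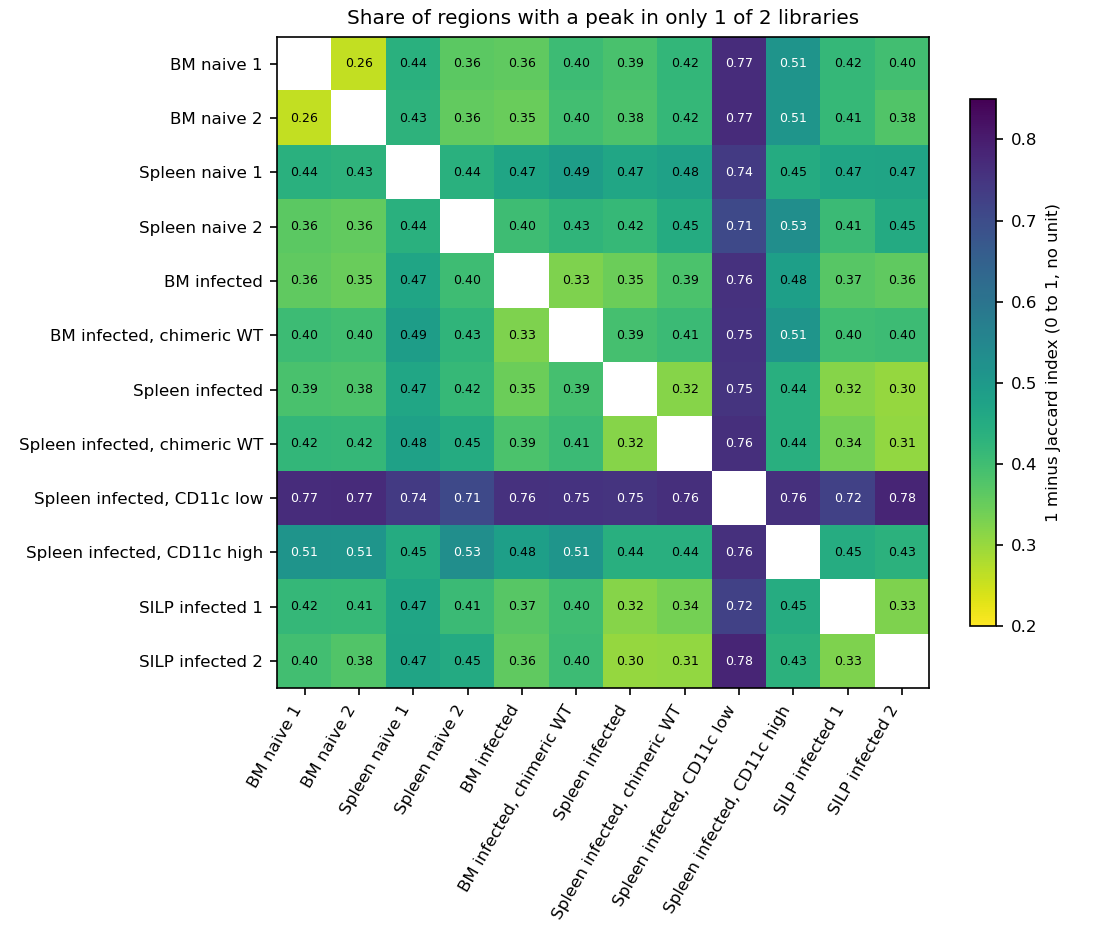
Distance between each pair of the 12 libraries, given as the share of regions with a peak in only 1 of 2 libraries (1 minus the Jaccard index, from 0 to 1, shown by colour and as numbers). The CD11c low library lies 0.708 to 0.782 from every other library, and the naive BM replicates are the closest pair at 0.261.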

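The SILP libraries lay 0.317 and 0.302 from the infected spleen library, and 0.336 and 0.305 from the chimeric WT spleen library. Their distances from the infected BM library were 0.369 and 0.358. Both SILP libraries were therefore nearer to the infected spleen library than to the infected BM library, by 0.0522 and 0.0561. The CD11c-sorted spleen libraries, called without local background, were farther from the SILP than infected BM was, at 0.447 and 0.433 for CD11c high and 0.723 and 0.782 for CD11c low. The SD over the 3 replicate pairs is larger and rests on the naive spleen pair. Over the other 2 pairs, a choice made after seeing the data, it is 0.0466. SILP replicate 1 shared 30815 regions with the infected spleen, which had 9667 regions of its own, and SILP replicate 2 shared 35857.
With the 2 SILP libraries set against the 4 infected spleen libraries, the mean distance between the groups was below that within them (−0.0872, one-sided exact permutation test, p = 0.933, 14 of 15 splits as large). Most of this difference came from CD11c low, without which it was −0.0244 (exact test, one-sided, p = 0.8). A separation of SILP from spleen was not detected. This design cannot give a p below 0.0667. The difference changed sign when the shared regions were divided by the smaller set instead of the union (0.00653, one-sided exact permutation test, p = 0.667).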

We also detected very few differentially open regions between CD11c^low^ and CD11c^hi^ splenic monocytes from infected mice. 

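The CD11c low library shared 10874 regions with the CD11c high library, and 441 regions had a peak only in CD11c low cells. These shared regions were 96.1% of all CD11c low regions. In the other lists the share of CD11c low regions with a peak was 83.2% to 92.0%. In the other direction, 33867 regions had a peak only in CD11c high cells, and 24.3% of the CD11c high regions had a peak in the CD11c low list. Each condition is represented by 1 library, and their numbers of peaks differed strongly, so these counts have no replicate check. When both lists were limited to their 10000 peaks with the highest −log10 q, 6501 regions were shared, 2752 were found only in CD11c low and 3048 only in CD11c high cells.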

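Atlas regions were grouped into 8 presence classes after the patterns drawn in Fig. 4c, from the 4 naive libraries, the infected BM and spleen libraries and the 2 SILP libraries. The CD11c-sorted and chimeric libraries were kept out. Classes I to IV had no peak in any naive library. Class I had a peak in infected BM, infected spleen and both SILP libraries, class II in infected spleen and both SILP libraries but not in BM, class III in infected BM only and class IV in both SILP libraries only. Classes V to VIII had a peak in all 4 naive libraries. The peak was missing from every infected library in class V, from spleen and SILP in class VI, from BM in class VII and from SILP in class VIII.
In all, 6068 regions fell into these classes. There were 1125 in class I, 1085 in class II, 2092 in class III and 822 in class IV. The closed classes were smaller, with 237 regions in class V, 184 in class VI, 406 in class VII and 117 in class VIII. The counts depend on all libraries of a condition agreeing. Of the settings that leave out 1 library, class VIII moved most relative to its main count, to 1059 regions without SILP replicate 2. In number of regions class IV moved most, to 4031 without SILP replicate 1. On simulated lists for 20000 regions without missed peaks, the classification recovered all 2580 regions that fitted a class, either planted or by chance.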

Next, we classified these regions in order to identify specific patterns (Fig. 4c and Supplementary Data 1). 

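A region was called distal when it lay more than 2 kb from every transcription start site of the GENCODE M21 annotation of mm10. Of the regions gained upon infection, 77.4% (95% Wilson interval 76.3 to 78.4) were distal in the BM and 79.4% (78.5 to 80.2) in the spleen. Among lost regions the shares were 76.7% (75.5 to 77.8) and 72.8% (70.8 to 74.7). By comparison, 66.5% of the whole atlas was distal, and 40.2% (39.5 to 40.9) of the 18270 regions with a peak in every library other than CD11c low. The intervals cover counting error only, since regions are not replicates. With a distance of 5 kb, the share ranged from 56.97% for regions lost in the spleen to 63.2% for regions gained there. Among the 10000 peaks with the highest −log10 q of each library, 57.5% of the regions gained in the BM and 35.3% of those lost in the spleen were distal.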

Most of the differentially accessible peaks were located in distal regions (more than 2 KB away from transcriptional start sites) rather than in proximal promoters. We used publically available chromatin immunoprecipitation (ChIP)-Seq data from BM-derived DCs to define whether these distal ATAC peaks overlapped with enhancer marks (H3K4me1 or H3K27Ac) or binding sites for pioneer transcription factors, such as PU-1 or C/EBP^21^. About 63% of these peaks overlapped with at least one of these regions, suggesting that a large proportion of these distal regulatory elements corresponds to enhancers that are active in the myeloid lineage (Supplementary Fig 4). In these distal peaks, the most important clusters were composed of regions that were more accessible upon *T. gondii* infection and that were either common to BM, splenic, and SILP cells (cluster I) or found in splenic and SILP cells but not in the BM (cluster II). 

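Among distal regions, class I (open upon infection in BM, spleen and SILP) held 961 regions and class II (spleen and SILP only) held 882. By the main setting, distal regions with a peak in the infected BM library only, class III, were more numerous at 1619. Without SILP replicate 1, class IV held 3148, class II 1693 and class III 1683. The other distal classes held 677 regions (IV), 200 (V), 143 (VI), 308 (VII) and 89 (VIII). The CD11c high library, which took no part in the classes, had a peak in 75.6% (95% Wilson interval 73.0 to 78.0) of class I and 68.8% (66.0 to 71.5) of class II, distal and proximal together. The share in class III was 10.2%. It was 44.2% for all 24055 regions without a naive peak and with a peak in some infected library, CD11c high included. The CD11c low library had a peak in 9.87% of class I and 8.48% of class II.
The class I regions with the highest fold in the infected spleen list lie in introns. The region on chromosome 6 from 6186414 to 6187066 lies in intron 2 of Slc25a13 (fold 19.7), 4.67 kb from a start site. The region on chromosome 19 from 34043099 to 34043645 lies in intron 9 of Lipk, with Lipn as the nearest gene (fold 18.4). The region on chromosome 14 from 12289639 to 12290402 lies in intron 3 of 3830406C13Rik (fold 18.0). Each of these 3 also had a peak in both chimeric WT libraries and in the CD11c high library. The leading class II regions were on chromosome 14 from 32938974 to 32940168, in exon 8 of Vstm4 outside its coding sequence (nearest gene Lrrc18, fold 16.8), and in intergenic sequence on chromosome 11 from 80416907 to 80417664 (nearest gene Psmd11, fold 15.6) and on chromosome 10 from 19216208 to 19216925 (nearest gene Olig3, fold 14.9). These had a peak in the chimeric WT spleen and CD11c high libraries and none in the chimeric WT BM library.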

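The promoter regions of Supplementary Data 1 were looked up in each peak list, with 1 bp of overlap. The edges of these regions come from 5 of the lists, so the shares in those libraries are not independent of the clusters. The sizes of promoter clusters I (305 regions) and II (211 regions) match those printed in Fig. 4c. Of the 305 regions of cluster I, 36.7% ± 8.04 (SD, n = 4 naive libraries) had a peak in naive cells, 74.1% and 86.6% in the 2 infected BM libraries, and 87.7% ± 3.67 (SD, n = 5) in the infected spleen and SILP libraries other than CD11c low. For cluster II the shares were 51.7% ± 11.0 (SD, n = 4) in naive cells, 50.2% and 51.2% in infected BM, and 92.0% ± 2.67 (SD, n = 5) in spleen and SILP. In both clusters, every one of these 5 spleen and SILP libraries was above every naive library. The CD11c low library, at 18.7% and 33.2%, was below every naive library, but its list held only 12476 peaks. With the 10000 peaks of highest −log10 q per library this order reversed. CD11c low then had a peak in 13.1% of cluster I and 25.6% of cluster II, and naive libraries in at most 3.93% and 11.4%. The 5 spleen and SILP libraries ranged from 16.7% to 19.7% in cluster I and from 23.7% to 31.8% in cluster II.
Promoter cluster VI differed in kind. Nearly all of its 866 regions kept a peak, with 99.5% to 99.8% in naive libraries, 99.5% and 100% in infected BM, and 96.9% to 98.5% in infected spleen and SILP other than CD11c low, which had 84.2%. Without CD11c low, the difference between spleen or SILP and naive was −1.85 percentage points, and −11.4 among the 10000 peaks with the highest −log10 q per library. In the quantification of the supplement, the median region of cluster VI had 454.5 reads in naive BM, 271.5 in naive spleen, 394 in infected BM, 233 in infected spleen and 178.5 in SILP. With the scaling of that table the medians were 454.5, 430, 426, 281 and 274.
Among the genes printed beside the proximal clusters, the cluster I region at Irf1 (chromosome 11, 53768790 to 53768989) had a peak in 0 of 4 naive, both infected BM and 4 of 5 spleen and SILP libraries. The cluster II region at Cxcl9 (chromosome 5, 92328083 to 92328446) had a peak in 0 of 4 naive, neither infected BM and 5 of 5 spleen and SILP libraries. The cluster III region at S100a9 (chromosome 3, 90695514 to 90696015) had a peak only in the 2 infected BM libraries, and the cluster IV region at Il1b (chromosome 2, 129363357 to 129364426) only in the 2 SILP libraries. Of the 14 cluster VI regions at 12 printed genes, 13 had a peak in all 4 naive libraries and 11 kept one in all 5 spleen and SILP libraries. A region at Jun (chromosome 4, 95048560 to 95049463) lost it in 4 of these 5. These cases are not typical of the open clusters. No naive peak was found at 3 of 7 regions in cluster I, 2 of 10 in II, 1 of 3 in III and 1 of 3 in IV. The regions at Il15 and Gbp2 (I), Cd40, Il23a and Ptgs2os (II) and Cd14 and Irak2 (IV) had a peak in all naive and infected BM libraries and in all 5 spleen and SILP libraries, as did all 9 cluster V regions at 7 genes. The cluster VII region at Lifr had a peak in all 4 naive, 1 infected BM and 5 of 5 spleen and SILP libraries. The cluster VIII region at Jun had a peak in 2 of 4 naive, 1 infected BM and 2 of 5 spleen and SILP libraries.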

In sharp contrast, the most important cluster identified in proximal promoter regions encompassed regions that were less accessible upon *Toxoplasma* infection in spleen and SILP cells but not in the BM (cluster VI). Taken together, these data indicate that the enhancer landscape of monocytes is strongly remodelled in the course of *T. gondii* infection. They undergo distinct waves of differentiation in the BM and in the periphery. Importantly, despite important phenotypic and functional differences between monocytes from the spleen and the lamina propria, their global epigenetic profiles were highly similar.

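Regions shared between the 2 sites outnumbered those of either site alone. SILP replicate 2 had 10897 regions that the infected spleen library lacked, and the spleen had 4625 that SILP replicate 2 lacked. The replicates of the SILP differed as much, with 13668 regions found only in replicate 2 and 2370 only in replicate 1. Averaged over the 2 SILP libraries, the distance to the infected spleen was 0.310, the lowest mean among the compared groups by the main setting. The mean of the 3 replicate pairs, 0.342, includes the naive spleen pair, of which 1 list was called without local background. Without that pair, left out after seeing the data, the replicates averaged 0.294, below 0.310. With the 10000 highest peaks per library the distance of SILP to infected spleen was 0.325, above the 0.294 between replicates and the 0.299 between naive and infected BM. The SILP libraries were on average 0.364 from infected BM. The paper describes strong remodelling of enhancers during infection and distinct waves of differentiation in the BM and in the periphery. It also states that the accessibility profiles of the 2 sites are highly similar although their phenotype and functions differ.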

**Fig. 4:**
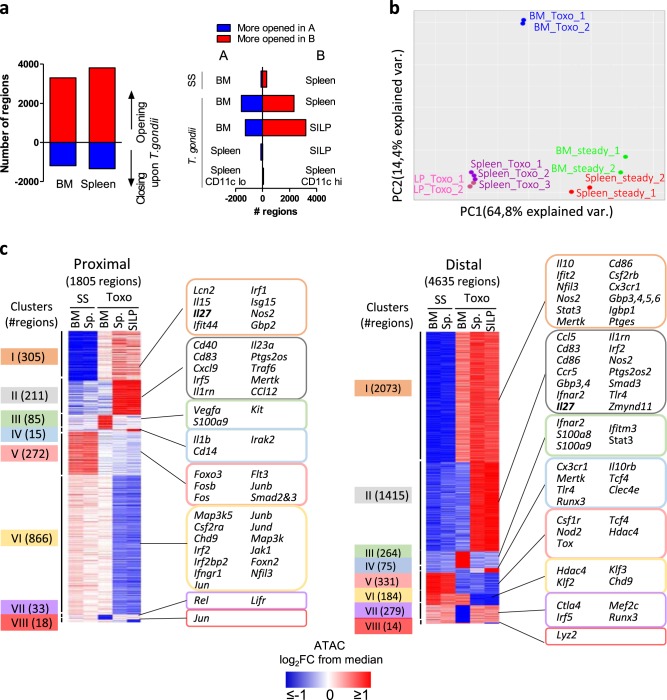
During *T. gondii* infection, monocytes undergo multiple waves of epigenetic modifications. **a** Bars indicate the numbers of differentially accessible regions in the BM and the spleen upon *T.gondii* infection (left), and upon pairwise comparisons of the indicated conditions (right). **b** Principal component analysis of ATAC-Seq data from bulk monocytes sorted from BM, spleen, and SILP from naive (SS) or infected mice (8 dpi). Each ATAC-Seq sample was generated from cells obtained from two to three mice. **c** Clustering of proximal (<2 KB from transcriptional start sites) or distal (>2 KB from transcriptional start sites) regions which were more (I–IV) or less (V–VIII) accessible in the BM, spleen, or SILP of infected (8 dpi) compared to naive (SS) mice, respectively. The number of regions is shown in the left margin. Selected genes associated with each cluster are displayed in the right margin. Values are represented as log_2_ fold-change obtained from median of each single region.

### Two distinct waves of epigenetic reprograming in monocytes

Next, we focused on the two main clusters of differentially accessible regions (I and II) to define their biological significance. We performed gene ontology analysis using GREAT (genomic regions enrichment of annotations tool)^22^. Some relevant pathways were enriched in both clusters I and II (e.g., regulation of inflammatory response) while cellular response to IFNγ and regulation of JNK cascade were specifically enriched in clusters I and II, respectively (Fig. 5a). These observations suggest important functional differences between the regulatory regions that are more active already in monocytes from the BM and those that only appear in the spleen and lamina propria. We then scanned for binding motifs at the center of ATAC peaks located in these sets of enhancer regions. 

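The sequence within 100 bp on each side of the infected spleen summit was scanned in distal class I and class II regions, on both strands, for 8 short consensus words written in the code for mixed bases. The motif matrices of the AME tool were not used here. The IRF word GAAANNGAAA (interferon-stimulated response element) occurred in 32.4% (95% Wilson interval 29.5 to 35.4) of 961 class I regions and in 15.1% (12.9 to 17.6) of 882 class II regions. The odds ratio was 2.69 (two-sided Fisher's exact test, Benjamini-Hochberg adjusted over the 8 words, p = 1.84e-17). The STAT word TTCYNRGAA (gamma-activated sequence) occurred in 6.56% and 4.88%, a difference that did not pass Fisher's exact test (two-sided, adjusted p = 0.267). In distal regions with a peak in all 8 libraries used for the classes, it occurred in 3.45% (3.08 to 3.86). The class I interval, 5.16 to 8.30, lay above this, and the class II interval, 3.64 to 6.50, overlapped it. This last comparison was chosen after the data were seen.
The AP-1 word TGASTCA was less frequent in class I (13.3%, 11.3 to 15.6) than in class II (21.2%, 18.6 to 24.0), with an adjusted p of 2.07e-05 from Fisher's exact test. The NF-κB word GGGRNWYYCC was found in 4.27% (3.16 to 5.74) of class I and 11.1% (9.20 to 13.4) of class II (same exact test, adjusted p = 1.09e-07). Words for PU.1, C/EBP, RUNX and CTCF did not differ between the classes, with adjusted p of 0.297, 0.511, 0.676 and 0.561. When the classes were rebuilt with the chimeric WT libraries, the STAT word became 3.34 percentage points more frequent in class I (Fisher's exact test, adjusted p = 0.00295), and the C/EBP word 4.89 points (adjusted p = 0.0065). The differences for the IRF, AP-1 and NF-κB words kept their direction with windows of 50 and 200 bp, with a −log10 q of at least 5 and in the chimeric libraries. Regions are sites of the same libraries, so these tests compare sets of sites, not animals.

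**Figure D2:**
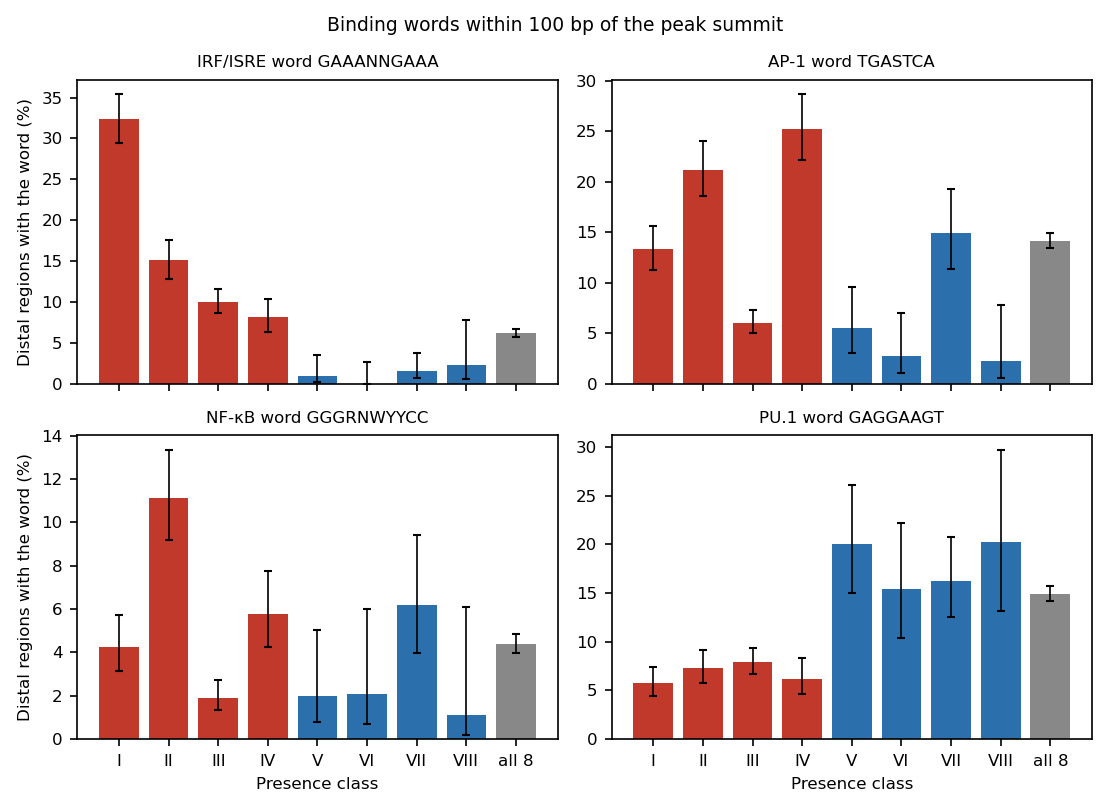
Percent of distal regions of each presence class with the IRF, AP-1, NF-κB or PU.1 word within 100 bp of the summit, with 95% Wilson intervals as error bars. Red bars are classes that gained a peak upon infection, blue bars are classes that lost one, and the gray bar (all 8) is the set of 8475 distal regions with a peak in all 8 libraries used for the classes. The IRF word peaks in class I at 32.4%, the NF-κB word in class II at 11.1% and the AP-1 word in class IV at 25.3%.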

Consistent with our pathway analysis, we observed striking differences between clusters I and II: there was a strong enrichment for consensus binding motifs characteristic of STATs and IRFs in cluster I while AP-1 (JUN/FOS) and NF-κB (REL/RELA) motifs were specifically identified in cluster II (Fig. 5b). 

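The same words were counted in promoter clusters I and II of Supplementary Data 1, around the strongest infected spleen summit of each region (277 of 305 regions in cluster I and 188 of 211 in cluster II) or around its centre where it had none. The IRF word was present in 27.9% (95% Wilson interval 23.1 to 33.2) of cluster I and 3.79% (1.93 to 7.30) of cluster II (two-sided Fisher's exact test, adjusted over 8 words, p = 5.29e-13). The AP-1 word was present in 12.1% (8.93 to 16.3) and 23.7% (18.5 to 29.9), with an adjusted p of 0.00202. The NF-κB word was present in 4.59% (2.75 to 7.56) and 17.1% (12.6 to 22.7), with an adjusted p of 1.37e-05. The PU.1 word was also more frequent in cluster II (11.8% against 5.57%, exact test, adjusted p = 0.0270). The STAT word, at 6.56% and 4.74%, did not differ (exact test, adjusted p = 0.511).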

We reached similar conclusions for clusters I and II in proximal promoter regions (Supplementary Fig. 5). To further explore the differences between clusters I and II, we used public ChIP-Seq data from BM-derived DCs stimulated or not with LPS and bone marrow-derived macrophages (BMMs) stimulated or not with IFNγ^21,23^. PU.1 and JUNB peaks identified under basal conditions or upon LPS stimulation preferentially overlapped with cluster II regions (Fig. 5c). This was also the case for inducible NF-κB p65 (RELA) and C/EBPβ peaks. In contrast, LPS- and IFNγ-induced IRF1 peaks overlapped to a greater extend with cluster I regions. Notably, the fraction of LPS-induced STAT1 peaks was comparable in both clusters. As a JNK/AP-1 signature was identified in cluster II regions, we assessed c-Jun phosphorylation status in BM and splenic monocytes by intracellular flow cytometry (Fig. 5d). Consistent with our epigenomic data, we observed that upon *T. gondii* infection, this signaling cascade was more active in splenic cells as compared to their BM counterparts.

**Fig. 5:**
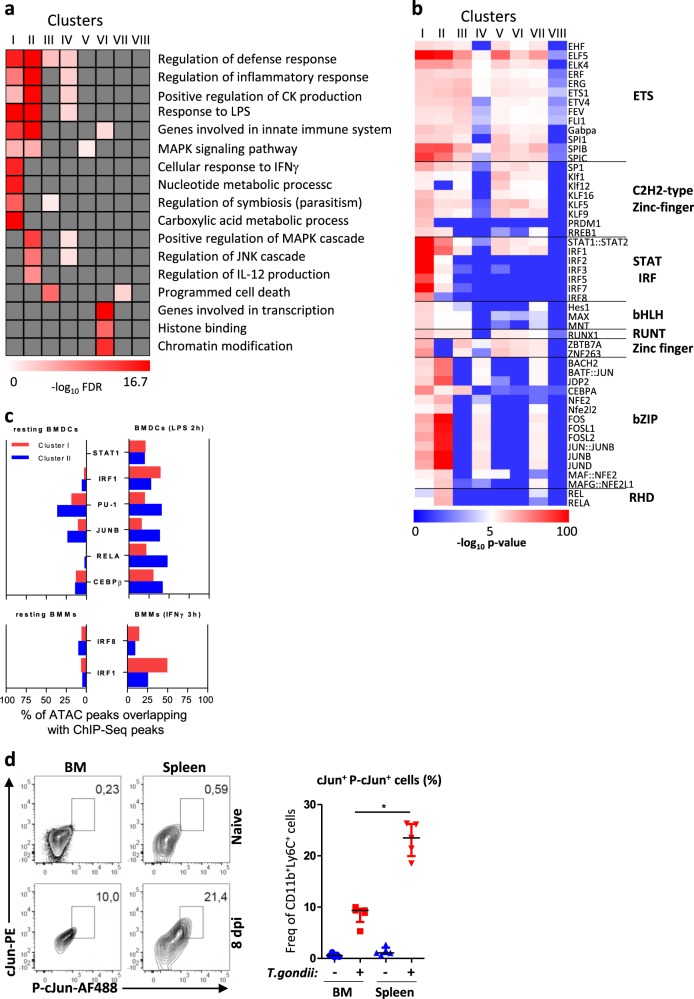
The two waves of epigenetic reprograming are dominated by distinct signaling pathways. **a** Selected Gene Ontology pathways enriched in genes associated with clusters I–VIII as defined in Fig. 4c using GREAT with default parameters and presented as −log_10_ of binomial FDR *q*-value. **b** Motif enrichment analysis of the distal clusters at the centre of overlapping ATAC-Seq peaks using AME and presented as −log_10_ of *P* values. Transcription factors families are shown in the right margin. **c** Bars indicate the percentage of ATAC peaks overlapping with ChIP-Seq peaks of resting or LPS-stimulated BMDCs or IFNγ-stimulated BMMs, for indicated transcription factors. The numbers of peaks identified for each condition are shown in Supplementary Table 3. **d** FACS analysis of cJun and phospho-cJun expression by CD11b^+^Ly6C^+^ monocytes from BM and spleen of naïve (SS) and infected mice (8 dpi). Frequency of cJun and phospho-cJun double-positive monocytes. Horizontal bars indicate median ± interquantile range (each point represents a single mouse). The experiment was performed once on five individual mice. Statistics were calculated using the Mann–Whitney test; *P < 0.05, **P < 0.01.

Taken together, these data indicate that the first wave of epigenetic reprograming that occurs in the BM involves regions that preferentially harbour STAT and IRF binding sites. In contrast, the second wave that occurs in the spleen and lamina propria is associated with regions that preferentially harbour binding sites for transcription factors, such as AP-1.

### Critical role of STAT1 in inducing chromatin remodeling

To specifically assess the cell-intrinsic role of STAT1 in the first wave of chromatin remodeling, we performed mixed BM chimera with *Stat1*^*−/−*^ (CD45.2) and WT (CD45.1/CD45.2) cells at a 1/1 ratio. Eight weeks after reconstitution of irradiated CD45.1 congenic mice, we infected the mice with *T. gondii*. (Fig. 6a). Acquisition of inflammatory/maturation markers, such as CD64 or MHCII and CD80 was impaired in absence of STAT1 (Fig. 6b, c). As expected, this was also accompanied by decreased proportion of cells expressing IFN-dependent genes such as *Cxcl9*, *Cxcl10*, *Usp18*, or *Ifit2* as assessed by single-cell quantitative PCR (qPCR; Fig. 6d). Importantly, *Irf1* expression was greatly reduced in absence of STAT1. Consistent with the role of this transcription factor^24^, induction of *Il27a* was also abrogated. In contrast, expression of other inflammatory genes, such as *Tnf* or *Lcn2* was not affected. These results indicate that functional programming of monocytes during *T. gondii* infection requires cell intrinsic STAT1-dependent signals.

**Fig. 6:**
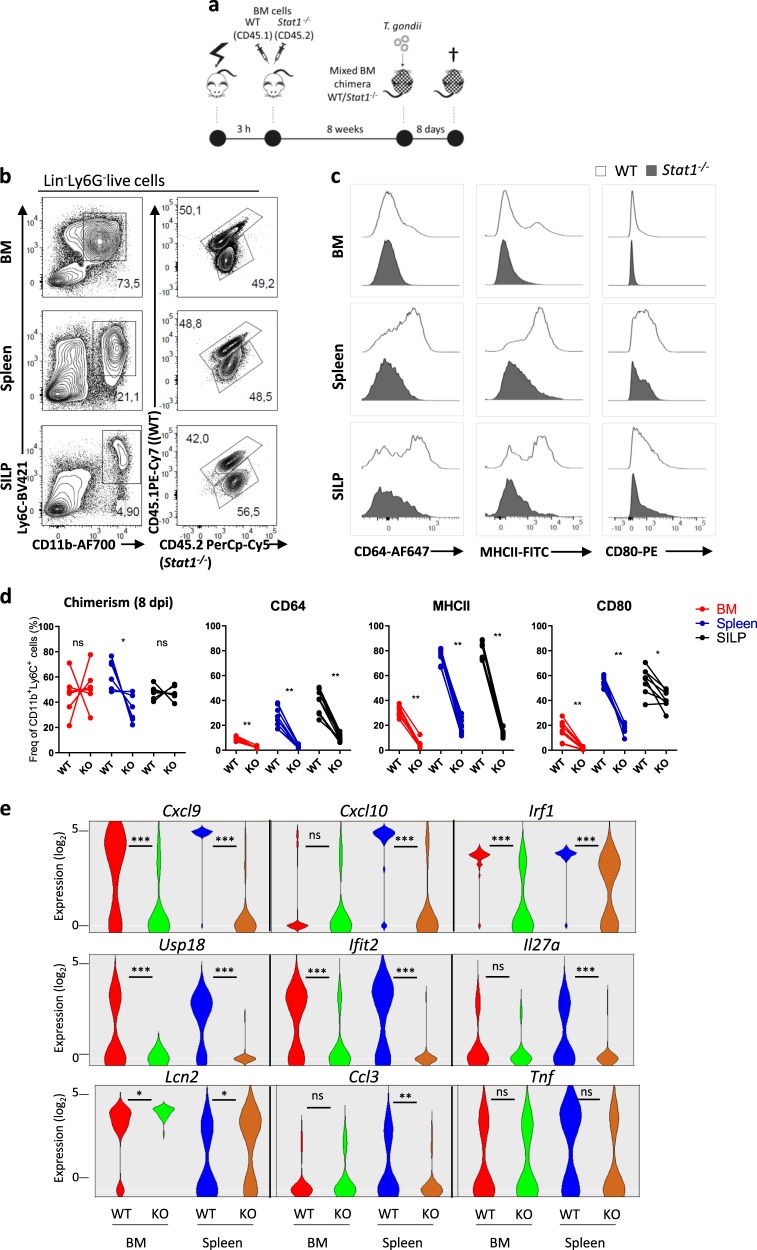
Critical role of STAT1 in the acquisition of phenotypic and effector function by inflammatory monocytes. **a** Wild type (WT)/*Stat1*^*−/−*^ mixed BM chimeras were infected perorally with *T. gondii* cysts. **b** Flow cytometric analysis of CD11b^+^Ly6C^+^ monocytes from BM, spleen, and SILP, of naive (SS) and infected mice (8 dpi). **c** Representative histograms showing expression levels of surface markers and activation markers by CD11b^+^Ly6C^+^ monocytes from BM, spleen, and SILP of naive (SS) and infected mice (8 dpi). **d** Frequency of WT and *Stat1*^*−/−*^ CD11b^+^Ly6C^+^ monocytes in the BM, spleen, and SILP of infected mice (8dpi) and frequency of WT and *Stat1*^*−/−*^ CD11b^+^Ly6C^+^ monocytes expressing CD64, MHCII, or CD80 in these organs (each point represents a single mouse, *n* = 6 mice). Data representative of three independent experiments. Statistics were calculated using Wilcoxon test; *P < 0.05, **P < 0.01. **e** Violin plots of log_2_ expression values (28-Ct) of selected genes by individual WT and *Stat1*^*−/−*^ monocytes from BM and spleen of infected mice, as assessed by single-cell qPCR. Statistics were calculated using Mann–Whitney test; *P < 0.05, **P < 0.01.

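From the infected mixed BM chimeras, 2 libraries of WT monocytes were analyzed, 1 from the BM and 1 from the spleen, each from 7 infected chimeras at 8 dpi. The WT lists held 38725 peaks in the BM and 44216 in the spleen. They were called with local background and have median peak widths of 439 and 447 bp. The chimeric BM library lay 0.326 from the non-chimeric infected BM library, and the chimeric spleen library 0.319 from the non-chimeric infected spleen library, on the scale of 1 minus the Jaccard index.
The presence classes were defined without these libraries. The chimeric WT BM library had a peak in 61.2% (95% Wilson interval 58.4 to 64.0) of the 1125 class I regions and in 17.8% (15.6 to 20.2) of the 1085 class II regions. Over all regions without a naive peak and with a peak in some infected library, its own included, its share was 22.1%. The chimeric WT spleen library had a peak in 89.7% (87.8 to 91.3) of class I and 83.5% (81.2 to 85.6) of class II, against 32.5% over all such regions. Each of these shares comes from 1 library, and the intervals cover counting error only.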

Next, we performed ATAC-Seq experiments on these cells isolated from the BM or from the spleen of *T. gondii*-infected chimeric mice to define the role of STAT1 at the epigenetic level. We focused our analysis on the accessibility of the regions in the two major clusters of inducible enhancers we had previously defined (see Fig. 4c). We observed that STAT1 was required for the increased accessibility upon infection of up to 60% of the regions that composed cluster I (i.e., the distal regions that are already more active in monocytes from the BM; Fig. 7a). In contrast, <30% of the regions that are part of the cluster II (i.e., the regions that are more accessible in splenic and SILP cells but not in BM monocytes from *T. gondii*-infected mice) were found to be affected by the absence of STAT1. For example, for some genes, such as *Il10*, an enhancer located 3 KB downstream of the Transcription Start Site (TSS) became more accessible in WT BM/Spleen/SILP monocytes from *T. gondii-*infected mice. 

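Il10 (ENSMUSG00000016529) lies on chromosome 1 of mm10 from 131019845 to 131024974, on the + strand. A region from 131022661 to 131023055 lies in intron 4, with the summit of the CD11c high list at 131022802, 2.96 kb downstream of the start site. Peaks were present there in 5 lists, namely infected spleen (131022679 to 131022918), chimeric WT spleen, CD11c high and both SILP libraries. In the infected spleen list the peak had a −log10 q of 9.13, at percentile 32.7 of that list. No peak was called there in the 4 naive lists, the infected BM list, the chimeric WT BM list or the CD11c low list, so that by presence the region falls in class II. Each condition other than naive and SILP has 1 library at this locus. The reference sequence from 131022782 to 131022822 is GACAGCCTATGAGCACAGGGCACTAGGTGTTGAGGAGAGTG. The IRF word occurs as GAAACAGAAA at 131022829 to 131022838, 27 bp from that summit.

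**Figure D3:**
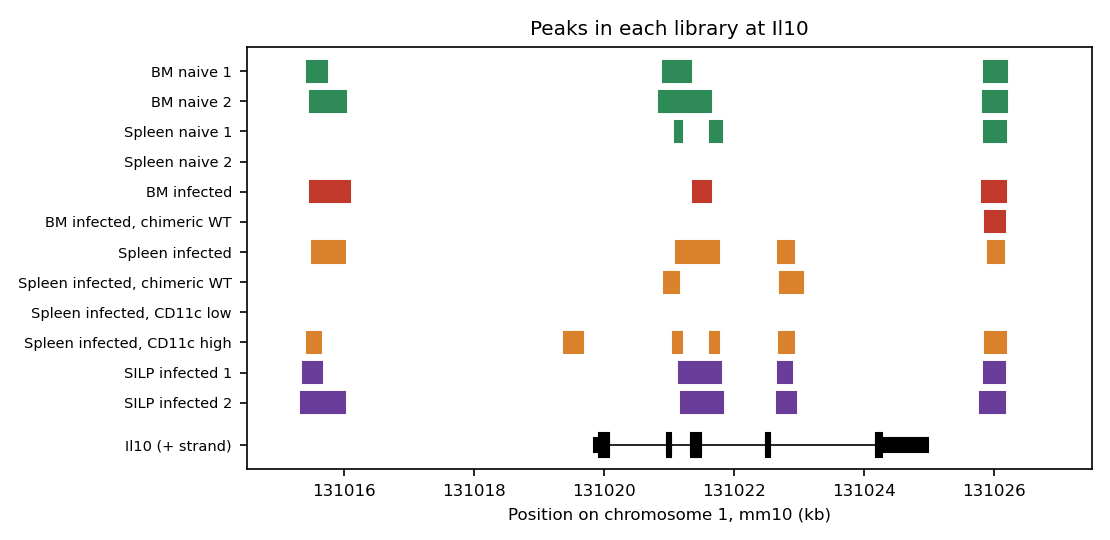
Peaks of each library (boxes) along chromosome 1 of mm10 in kb, with the exons of Il10 in black and wider boxes for coding sequence. The boxes at 131022661 to 131023055 occur in 5 of the infected spleen and SILP libraries and in no naive or BM library.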

The increased accessibility of this “cluster I” region was found to be STAT1 dependent (Fig. 7b). 

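Il1rn (ENSMUSG00000026981) lies on chromosome 2 of mm10 from 24336853 to 24351494, on the + strand, and has 5 annotated transcript starts. In intron 1, a region from 24341333 to 24341869 had the summit of the chimeric WT spleen list at 24341638, 4.79 kb downstream of the first start. Peaks were present there in the infected spleen, chimeric WT spleen, CD11c high and both SILP lists, and in no naive or BM list (class II). The AP-1 word occurs in it as TGACTCA at 24341561 to 24341567, and the C/EBP word as TTGAGTAA at 24341616 to 24341623. The reference sequence at that summit, from 24341618 to 24341658, is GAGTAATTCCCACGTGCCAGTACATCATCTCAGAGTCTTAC.
An intergenic region 1.33 kb upstream of the start, from 24335118 to 24335858, had peaks in all 4 naive, all 4 infected spleen and both SILP lists but in neither infected BM list. By −log10 q these peaks lay at percentiles 5.42 to 31.0 of the naive lists and 59.1 to 74.9 of the infected spleen and SILP lists. Promoter cluster II of the paper holds the part of this region from 24335269 to 24335799. The NF-κB word occurs there as GGGAAGTCCC at 24335515 to 24335524, next to the CD11c high summit at 24335520. A region 8.43 kb downstream, from 24344824 to 24345605, had a peak in all 12 lists. It holds a further annotated transcript start of Il1rn, at 24345348.

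**Figure D4:**
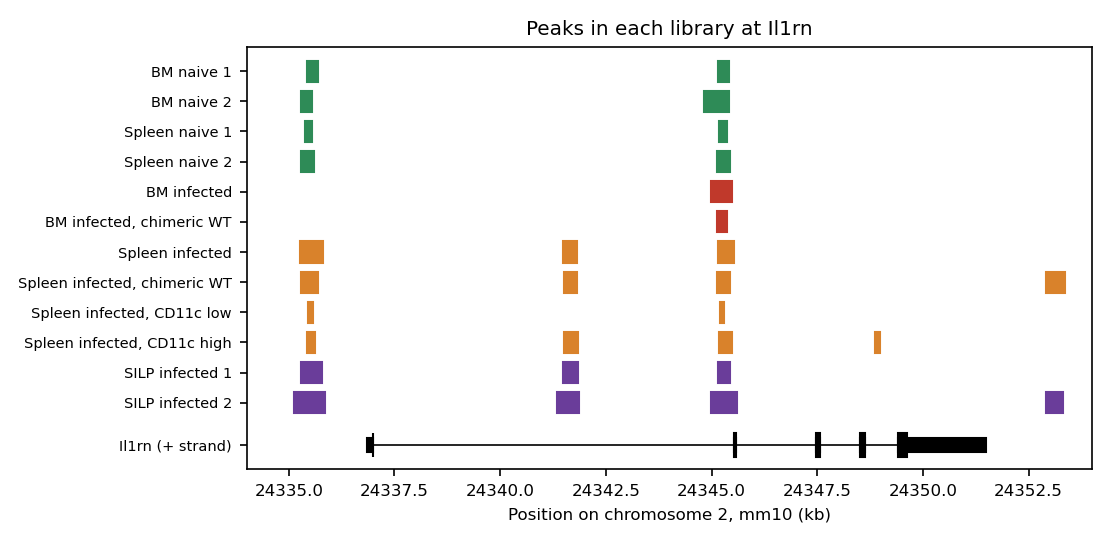
Peaks of each library (boxes) along chromosome 2 of mm10 in kb, with the exons of Il1rn in black and wider boxes for coding sequence. At 24341333 to 24341869 boxes are present only in infected spleen and SILP libraries, while the region at 24344824 to 24345605 has a box in all 12.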

For other genes, such as *Il1rn*, cluster II enhancers gained activity in monocytes from the spleen and lamina propria in a STAT1-independent fashion. Finally, other genes, such as *Il27a* follow more complex regulation as their loci harbor both cluster I and cluster II enhancers.

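Il27 (ENSMUSG00000044701), which encodes IL-27A, lies on chromosome 7 of mm10 from 126589010 to 126594941, on the − strand. Its promoter region from 126594719 to 126595541 had peaks in both infected BM libraries, in infected spleen, chimeric WT spleen, CD11c high and both SILP libraries, and in 1 of 4 naive libraries (BM replicate 2). The IRF word occurs there as TTTCACTTTC, read on the + strand, at 126594980 to 126594989.
About 1.2 kb upstream, merged peaks formed a region from 126595783 to 126596752 that holds 2 groups of peaks. Peaks nearer to the gene were called in infected spleen (126595815 to 126596286), SILP replicate 1 (126595938 to 126596238), SILP replicate 2 (126595783 to 126596238) and chimeric WT BM (126595957 to 126596224). The peaks of the naive lists and of the infected BM list lay farther from the gene. An intergenic region from 126603611 to 126604067, with the summit of SILP replicate 2 at 126603890, had peaks in chimeric WT spleen, CD11c high and both SILP libraries. No peak was called there in the unsorted infected spleen list, nor in any naive or BM list. The PU.1 word occurs in it as ACTTCCTC at 126603937 to 126603944.

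**Figure D5:**
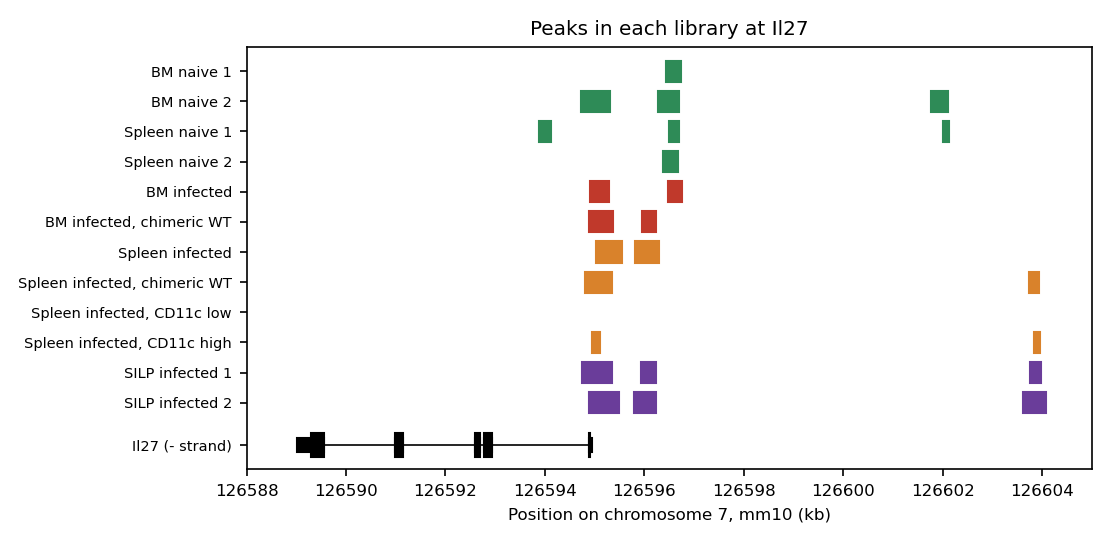
Peaks of each library (boxes) along chromosome 7 of mm10 in kb, with the exons of Il27 in black and wider boxes for coding sequence. The promoter boxes at 126594719 to 126595541 include both BM libraries of infected mice, whereas the boxes at 126603611 to 126604067 occur only in spleen and SILP libraries.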

**Fig. 7:**
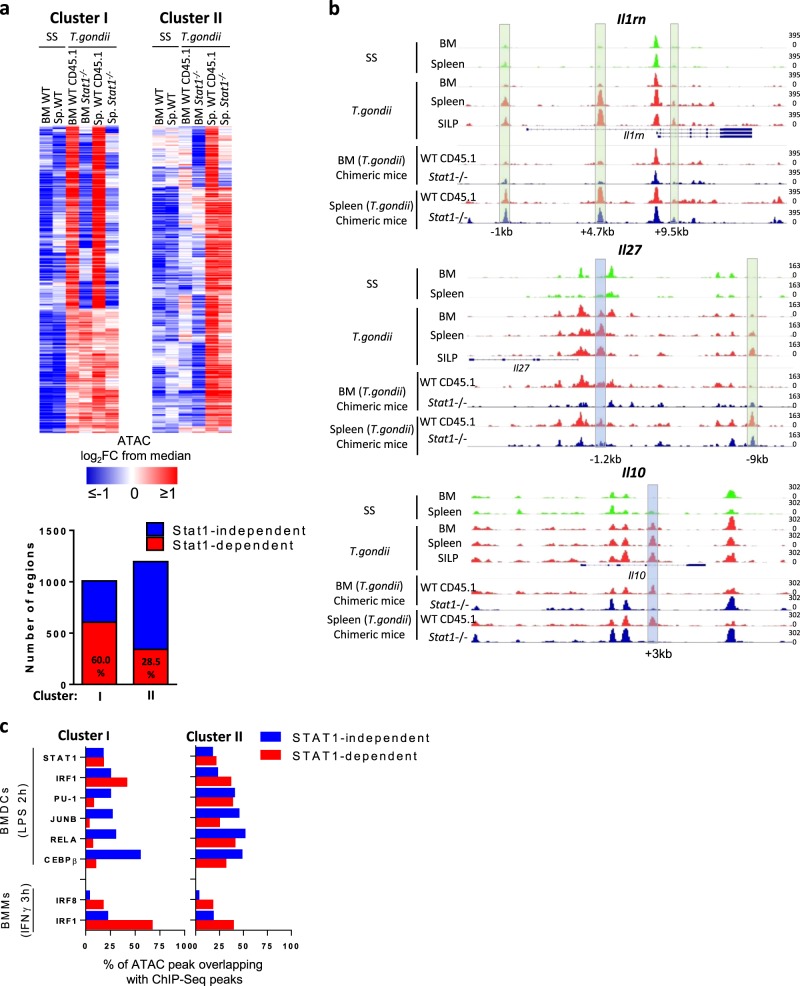
Critical role of STAT1 in the induction of chromatin remodeling that occur in the BM. Wild type (WT)/*Stat1*^*−/−*^ mixed BM chimeras were infected perorally with *T. gondii* cysts as depicted in Fig. 6a. **a** Heatmap showing, among distal regulatory regions from clusters I and II (as defined in Fig. 4), which regions were more or less accessible in CD45.1 WT and CD45.2 *Stat1*^*−/−*^ monocytes from the BM and the spleen of infected mice. Values are represented as log_2_ fold-change obtained from the median of each single region. Bars indicate the number and the relative proportion of STAT1-dependent (in red) and -independent (in blue) regions among clusters I and II. **b** Representative ATAC-Seq tracks from the indicated population at the loci of *Il1rn*, *Il27a*, and *Il10*. STAT1-dependent and independent peaks are highlighted in blue and green, respectively. The scale represents the fraction of reads in peaks (FRiP). **c** Bars indicating percentage of STAT1-dependent (in red) and -independent (in blue) regions, within clusters I and II enhancer regions overlapping with ChIP-Seq peaks of resting or LPS-stimulated BMDCs and resting and IFNγ-stimulated BMMs, for the indicated transcription factors (as shown in Fig. 5). ATAC samples were generated from cells isolated from a pool of seven chimeric mice.

An important proportion of STAT1-dependent regions from cluster I overlapped with STAT1 and/or IRF1 peaks identified in LPS-stimulated BMDCs but not with PU.1, JUNB, C/EBPβ, or RELA peaks (Fig. 7c). As expected, a high proportion of STAT1-dependent regions from cluster II also overlapped with STAT1 and/or IRF1 peaks. Notably, in this case, they also overlapped with PU.1, JUNB, C/EBPβ, and/or RELA peaks, suggesting that the transcriptional network of STAT1/IRF1 in monocytes from the BM or from the spleen of infected mice follows distinct rules. Taken together, these data clearly indicate that STAT1-dependent signals play a dominant role in the initial wave of epigenetic reprogramming that occurs in monocytes from the BM. These signals also participate to the second wave that occurs in the periphery but by influencing the accessibility of regions that have the capacity to bind other inducible transcription factors, such as AP-1 or NF-κB.

## Discussion

Our understanding of monocyte development and function has rapidly evolved in the last years with the help of novel experimental approaches, such as fate-mapping or single cell genomics. Under steady-state conditions, Ly6C^hi^ monocytes traffic in the blood and repopulate a proportion of tissue resident macrophages in various organs throughout the body^25^. Alternatively, there is a conversion into Ly6C^lo^ patrolling cells, a process that involves establishment of de novo enhancers. It is now recognized that under pathological situations, alternative differentiation pathways may occur. Furthermore, the origin of monocyte production is influenced by microbial stimuli^26^. Herein, we explored the dynamics of Ly6C^hi^ monocytes during *T. gondii* infection. This complex in vivo situation allowed us to assess different parameters of functional specialization. We show that at the peak of infection, monocytes acquire distinct phenotypic features according to their localization. We observed that a proportion of monocyte precursors in the BM exhibits a phenotypic shift during infection characterized by MHCII and CD64 upregulation and expression of several IFN-dependent genes. This was accompanied by extensive epigenetic reprogramming. Consistent with local NK-derived IFNγ production^14^, we show that these processes were strongly dependent on intrinsic STAT1 signaling. Monocytes were heavily recruited to the primary site of infection (small intestine) but also to secondary lymphoid organ, such as the MLN or the spleen. Most of the phenotypic and molecular features acquired upon infection in the BM were maintained in these organs but we observed important additional changes. Monocytes upregulated costimulatory/maturation markers and expressed several effector genes. This was accompanied by a second wave of epigenetic reprogramming that was dominated by AP-1 and NF-κB signatures. This process happened both in splenic and SILP cells. We observe an important degree of heterogeneity in the expression of effector genes at the single-cell level mostly in the lamina propria. One possible interpretation is that it reflects asynchronous activation by local *T. gondii-* or microbiota-derived Pathogen Associated Molecular Patterns (PAMPs) while epigenetic reprogramming results from the influence of soluble factors that broadly impact cells at the population level. However, these data should be analysed with caution as we cannot exclude potential PCR artifacts and batch effects, which are some of the pitfalls of the technological approach we have used. Future work using single-cell ATAC-Seq along with transcriptomic approaches would allow to validate our observations and further address this specific point.

In vitro studies highlighted the role of IFNγ in driving epigenetic changes that determine transcriptional output in response to Toll-Like Receptors (TLR) activation^27^. Our mixed BM experiments with STAT1-deficient cells clearly demonstrate the prominent role of this transcription factor in the first wave of epigenetic remodeling. However, as suggested by motif analysis and the overlap with ChIP-Seq data, an important part of this reprogramming could rely on IRF1 rather than STAT1 itself. Indeed, in BMDMs, IRF1 was shown to be required for H3K27Ac deposition to a subset of IFNγ-induced genes^23^. These clusters of elements, bound by PU.1, IRF8, STAT1, and IRF1 represent regulatory hotspots that play a critical role in innate responses. Our data indicate that these mechanisms are operational in vivo and contribute to monocyte differentiation into effector cells.

The most salient characteristic of the enhancer regions found in cluster II is the enrichment for AP-1 motifs. In fibroblasts, AP-1 binds together with lineage-specific TFs to select the enhancer repertoire through the recruitment of the BAF complex^28^. In BMDCs, JunB is prebound to regulatory elements of LPS-inducible genes, thereby priming them for efficient activation^21^. We propose that similar mechanisms occur in vivo during monocyte differentiation as c-Jun activity was enhanced in splenic monocytes as compared to BM cells. Along this line, TNF was shown to broadly reprogram chromatin state in human macrophages—a finding that was associated with sustained expression of AP-1 proteins^29^. To test the potential role of TNF signaling in vivo, we performed mixed BM experiments with TNFR1-deficient cells. These preliminary experiments revealed that TNF signaling contributed to acquisition of some maturation markers and expression of inflammatory genes (as shown in Supplementary Fig. 6). However, this pathway only marginally accounted for the second wave of chromatin remodeling, suggesting that other systemic soluble factors, such as IL1-related cytokines could be involved.

Inflammatory monocytes may exert both beneficial and detrimental functions in the context of infections and inflammation. On one hand, they exert key antimicrobial functions in the context of *T. gondii*, *Listeria monocytogenes*, or *Leishmania major* infections^9,30–32^. Along the same line, they may promote inflammation in the context of colitis^33^. On the other hand, they were found to display regulatory properties during *T. gondii* infection, mainly through the production of COX-2 and to support *Leishmania* *donovani* parasite load as they promoted IL-10-producing Th1 cells (referred to as Tr1 cells)^10,34^. We observed that individual cells from the lamina propria may simultaneously express genes encoding inflammatory (e.g., iNOS and TNF, CXCL2, and IL-6) and regulatory (e.g., COX2, HO-1, IL-27, and IL-10) effector molecules, arguing against the existence of separate functional subpopulations among inflammatory monocytes. However, this conclusion is based on the analysis of a set of predefined effector genes in a limited number of cells, a major limitation of the single-cell quantitative reverse transcription PCR approach. Unbiased high-throughput single-cell RNA sequencing approaches on a larger number of cells will help defining further the molecular identities of these cells.

As compared to conventional DCs, we demonstrated that monocytes were functionally specialized to express high levels of IL-27. This cytokine plays a major regulatory role in the context of *T. gondii* infection as it promotes IL-10 and T-bet expression by regulatory T cells thereby limiting detrimental effector responses^18^. Previous works suggested that DC-derived IL-27 represented the major source based on CD11c-Cre-mediated ablation of *Il27*^20^. Our results using a IL-27 reporter mouse system revealed that this could actually reflect the contribution of CD11c-expressing monocytes rather than conventional DCs. Indeed, similar tools were recently used in the context of vaccination and also pinpoint monocytes as an important source of IL-27^35^. The simultaneous expression of *Ebi3* suggests that the heterodimer could be efficiently produced. In contrast, single-cell expression of the other genes encoding IL-12 family members (*Il12a*, *Il12b*, and *Il23a*) was rarely observed in monocytes. Consistent with previous results^17^, experiments with IL-12B reporter mice identify conventional DCs as main producing cells. Our epigenetic data indicate that multiple regulatory elements around the *Il27* locus are progressively gained, first in a STAT1-dependent manner in the BM and then in the periphery, supporting the notion that monocytes are educated to produce this cytokine.

In conclusion, our results indicate that in the context of infection with an intracellular pathogen, monocytes undergo two major steps of epigenetic reprogramming that condition their identity and effector functions. The present work only provides a snapshot of the complexity of the events that occur in vivo but broadens our understanding of the molecular mechanisms that drive functional specialization of monocytes in response to inflammatory cues.

## Methods

### *T. gondii* infection

ME49 type II strain was kindly provided by Dr. De Craeye (ISP, Belgium) and was used to produce tissue cysts in C57BL/6 mice, which were inoculated with four cysts by gavage (chronic infection). One month post infection, mice were sacrificed, and the brains were collected. Tissue cysts were counted, and mice were infected by intragastric gavage with 25 cysts (acute infection). Unless specified, mice were sacrificed 8 days post infection.

### Cell collection

Single-cell suspensions from spleen and MLNs were prepared using standard methods. BM and SILP were processed as previously described^18,36^. Blood was collected from the retro-orbital plexus after anesthesia and resuspended in 20 µl of heparin (Choay) to prevent coagulation. Cells were washed in RPMI 1640 (Lonza) supplemented with fetal calf serum (FCS) 10%, 2 mM L-glutamine, 25 mM Hepes, 1 mM nonessentials amino acids (Lonza), 5 U/ml penicillin, and 5 U/ml streptomycin (Pen-Strep (Lonza)) (complete medium). Cells were then resuspended in 1 ml of ACK (8.29 g/ml NH4Cl, and 1 g/l KHCO3, 37.2 mg/l Na-EDTA (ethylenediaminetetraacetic acid) dissolved in demineralized water) for 1 min at room temperature, except for the blood, which was resuspended in Red blood cell lysis buffer (Beckton Dickinson) following manufacturer’s instructions. Cells were washed in RPMI complete medium again.

### Quantitation of parasite tissue loads

Human primary fibroblasts (75,000 cells) were cultured in 1 ml of DMEM (Lonza) supplemented with FCS 10%, 2 mM L-glutamine, 1 mM nonessentials amino acids (Lonza), 5 U/ml penicillin, and 5 U/ml streptomycin (Pen-Strep (Lonza)), in six wells plates. Forty-eight hours later, 10^1^–10^6^ tissue single cells suspensions were added on the fibroblasts. Parasite tissue load was assessed by enumeration of the plaques formed under a microscope, and expressed as the number of plaque forming units per 10^6^ tissue single cells added.

### Flow cytometry

Single-cell suspensions were washed in phosphate-buffered saline (PBS) and incubated in mAb 2.4G2 (BD Biosciences) and fluorescently conjugated antibodies for cell surface markers in PBS for 20 min at 4 °C in the dark. Dead cells were excluded with Live/Dead Fixable Aqua Dead Cell Stain (Life Technologies). B cells, T cells, and NK cells were gated out using a dump channel corresponding to cells positive for CD3, CD19, and NK1.1 (CD3 145-2C11 APC-Cy7, CD19 1D3 APC-Cy7, and NK1.1 PK136 APC-Cy7, all from BD Biosciences). Ly6G 1A8 PerCP-Cy5 or APC-Cy7 (BD) were used to exclude granulocytes from the analysis. Ly6C AL-21 BV421, CD11b M1/70 AF700, CD11c HL3 PE-Cy7, CD8α 53.6.7 PerCP, CD64 a and b alloantigens X54-5/7.1 AF647 or BV785, CD40 3/23 BV711, CD80 16-10A1 PE, CD86 GL1 APC, and CD45.1 A20 Pe-Cy7 were all purchased from BD Pharmigen as well. MHCII (IA/IE) M5/114.15.2 FITC, c-Kit (CD117) 2B8 FITC, and CD45.2 104 PerCP-Cy5 were purchased from eBiosciences.

For c-Jun and Phospho-c-Jun staining cells were washed in PBS after extracellular staining and fixed in 1 ml paraformaldehyde 4% for 15 min at 37 °C. Cells were then washed in PBS and permeabilized by adding ice-cold methanol 90% while gently vortexing and incubated 30 min on ice in the dark. Cells were washed twice to remove methanol and incubated in PBS BSA 0.5% and C-Jun 60A8 rabbit mAb PE and phospho-c-Jun (Ser73) D47G9 XP rabbit mAb Alexa Fluor 488 (Cell signaling Technology) for 30 min on ice in the dark. Cells were washed and resuspended in PBS BSA 0.5%.

Cell acquisition was performed on a BD LSRII Fortessa. Data were analyzed using FlowJo v10 software (Tree Star) and the *t*-SNE plugin.

### Cell sorting

Cell sorting of monocytes bulks were preceded by a positive selection of CD11b^+^ cells from SILP, spleen, or BM cells resuspended in PBS with 2% FCS (Lonza) and 100 mM EDTA, CD11b MicroBeads, human and mouse (Miltenyi biotec), and Fc receptor-blocking antibodies for 20 min in the dark at 4 °C. Cell separation was performed on the auto-MACS-system according to the manufacturer's recommendations (Miltenyi Biotec). The positive fraction was incubated with Fc receptor-blocking antibodies and a surface staining antibody mix (see Flow cytometry). Single cells and bulks were sorted on a BD FACSAria™ III (see Supplementary Fig. 1 for gating strategy).

### Mice

C57BL/6 mice were purchased from Envigo. Yet40 (p40-IRES-eYFP, B6.129-*Il12b*^tm1Lky^/J) and Ly5.1 congenic mice on C57BL/6 background were obtained from the Jackson Laboratory *Stat1*^*−/−*^ mice on C57BL/6 background were kindly provided by D.E. Levy (New York University School of Medicine, NYC, USA). *Tnfr1*^−/−^ (Tnfrsf1a^tm1Imx^ Jax stock 003242) mice were purchased from The Jackson Laboratory. For IL27A reporter mice, BAC clones containing *Il27a* chromosomal regions (BAC ID: RP24-15802) were obtained from the Children’s Hospital of Oakland Research Institute BACPAC Resource Center, and then modified so as to insert eGFP gene within first exon of *Il27a* gene by homologous recombination (Cyagen Biosciences). The resulting modified BAC was then microinjected into the pronuclei of C57BL/6 fertilized eggs and transferred into the oviducts of pseudopregnant females. The pups were screened for the transgene sequence by quantitative real-time PCR using the following oligos: FAM-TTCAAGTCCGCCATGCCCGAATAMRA, 5′-CCACATGAAGCAGGACTT-3′, and 5′-GGTGCGCTCCTGGACGTA-3′. One of the transgene-bearing pups was subsequently bred with C57BL/6 mice (and backcrossed for at least five generations) to generate *Il27a* eGFP reporter mice and littermate controls. All experiments were performed on sex- and age-matched (8–12 weeks of age) mice. All animal studies were approved by the Animal Welfare and Ethics Committee of the ULB-IBMM. All experiments were conducted in accordance with the recommended guidelines and regulations.

### Mixed BM chimeras

Ly5.1 recipient mice were irradiated in two cycles of 600 cGy 3 h apart. Mice were then injected with a suspension of 6.10^6^ of BM cells mixed from *Stat1*^*−/−*^ or *Tnfr1*^−/−^CD45.2, and WT CD45.1.2 mice (50/50) or from WT CD45.2 and WT CD45.1.2 mice (50/50). Eight weeks after BM transplantation, blood was collected (from the retro-orbital plexus after anesthesia), and the degree of chimerism was assessed by measuring CD45.1 and CD45.2 expression by leukocytes using flow cytometry.

### Single-cell qPCR assay

Measurement of single-cell gene expression levels: Single monocytes were sorted into 96-well plate containing 5 µl Cellulyser Micro lysis buffer (TATAA Biocenter). After cell sorting, samples were centrifuged and stored at −80 °C. Samples were reverse-transcribed into cDNA using the GrandScript cDNA Supermix synthesis kit (TATAA Biocenter; 25 °C for 5 min, 42 °C for 30 min, 85 °C for 5 min, and 4 °C for hold). Samples were then diluted four times by adding 15 µl RNAse/DNAse-free water, then stored at −20 °C. Ninety samples were centrifuged and a mix containing all primers of interest was added to a final primer concentration of 45 nM. Samples were preamplified using the TATAA Preamp GrandMaster Mix 2 × (TATAA Biocenter) for one denaturation step (95 °C for 3 min) and 20 PCR cycles (each cycle: 95 °C for 20 s, 60 °C for 3 min, and 72 °C for 20 s). The resultant preamplified single-cell cDNA was directly stored at −80 °C until analysis. After thawing on ice, each cDNA sample was diluted four times in RNase–DNAse-free water (Gibco) and 4.5 µl of each sample then combined with 5.5 µl of a mixture containing 5 µl Probe GrandMaster Mix Low ROX (TATAA Biocenter) and 0.5 µl 20X GE sample loading reagent (Fluidigm PN100-7610). Three microliters of combined forward (18 µM), reverse (18 µM), and Taqman probe (5 µM) were prepared for each assay and mixed with 3 µl 2X Assay Loading Reagent (Fluidigm PN100-7611) into another 96 well plate to achieve final primer concentration of 450 nM in qPCR. After priming the BioMark 96.96 IFC chip (Fluidigm) with oil, 5 μl of each assay and 5 μl of each sample were pipetted into their respective inlets on the IFC and the loading was run by choosing; HX: LoadMix (136×). After loading, the IFC chip was placed into the BioMark HD and the thermal protocol was selected (GE 96 × 96 Standard v1.pcl); 40 PCR cycles each composed of one denaturation phase at 95 °C for 15 s and one annealing phase at 60 °C for 60 s were performed. Sequences of the primers and probes are provided in Supplementary Table 1. Among them, *Hprt* and *Gapdh* were used as housekeeping genes and individual cells with low Ct values for these genes were excluded from the analysis.

Data collection and analysis for gene expression comparison: Single-cell PCR data were collected and analyzed using Fluidigm Real-time PCR analysis software (version 4.3.1) and Fluidigm Singular Analysis Toolset Software. Heatmap of expression data and violin plots were generated in Singular Analysis Toolset Software. PCA was performed in R using ggplot2 package (H. Wickham. ggplot2: Elegant Graphics for Data Analysis. Springer-Verlag New York, 2016).

### ATAC-Seq

ATAC-Seq library was prepared as previously described^37^. Briefly, nuclei from 20,000 cells were subject to transposition reaction in 1x TD buffer containing 2.5 µl transposase Nextera enzyme (Nextera DNA sample prep kit, Illumina) and DNA was purified using MinElute PCR Purification Kit (Qiagen). Purified DNA was amplified by PCR using NEBNext High-Fidelity 2 × PCR Master Mix (New England Biolabs) for 10–12 cycles. Amplified libraries were purified using MinElute PCR Purification Kit (Qiagen) and quality controlled using a Bioanalyzer High-Sensitivity DNA Analysis kit (Agilent). Paired-end sequencing was performed on NovaSeq or NextSeq 500 platforms (Illumina). The list of ATAC-Seq samples is available in Supplementary Table 2.

Mapping and peak calling: Paired-end reads were mapped to mouse genome mm10 with Bowtie2^38,39^ using default parameters for paired-end reads. Reads that mapped several regions, or with insufficient mapping quality, were removed with samtools view. We also removed reads located within the blacklist of the ENCODE project^40^. Duplicate reads were removed with MarkDuplicates tools (Picard suite). Peaks were called with MACS2^41^ using the following parameters: -f BAMPE -g mm -q 0.05 --nomodel --call-summits -B –SPMR.

ATAC-Seq differential analysis: Regions obtained by MACS2 were subjected to differential analysis using SeqMonk 1.43.0 (Mapped Sequence Analysis Tool, Babraham Bioinformatics, http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/). First, we created an atlas containing all obtained peaks for all the populations using bedtools^42^ with a minimum overlap of 1 bp. To identify differentially open/closed regions, a correlation cutoff of 0.9 between similar patterns quantification was applied among all populations. A total of 6441 peaks were identified and seperated into two categories: peaks located in promoters (located within 2 kb around known TSS) and distal peaks (located more than 2 kb from TSS). Each category has eight clusters. For downstream visualization, a scaling factor was calculated using deepTools package^43^ to normalize peak intensity to FRiP (fraction of reads in peaks) and generate bigwig files.

Gene ontology analysis: We introduced BED files of each cluster after combining promoters and enhancers to GREAT tool with default parameters^22^.

Motif analysis: AME tool from meme-suit^44,45^ was used with default parameters to perform motif enrichment in the differentially accessible in enhancers regions.

Overlap with ChIP-Seq data: Publicly available ChIP-Seq data of H3K4me1, H3K27Ac, STAT1, IRF1, PU.1, RELA, JUNB, and CEBP (GSE36099)^21^ were downloaded and mapped to the mouse genome mm10 using Bowtie2 offered by Galaxy platform^46^ in a sensitive local preset parameters. Peaks were called using MACS2 with the following parameters: --format BAMPE --gsize 2730871774 --bw 300 --mfold 5 50 --qvalue 1e-05 except for STAT1 and JUNB where --qvalue 1e-04. Resulted peaks were intersected with clusters I and II, and the percentage of overlap was calculated. For IRF1 and IRF8 ChIP-Seq data from BMMs, we downloaded the BED files (GSE77886) that were overlapped with clusters I and II^23^.

### Statistics and reproducibility

Prism 6.0 was used for statistical analysis. Mann–Whitney test was used to compare two data sets. For all analyses, no data point was excluded. Sample size was determined according to standard practice in the field. All data presented are from representative independent experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Peer Review File

## Data Availability

ATAC-Seq data that support the findings reported in this study have been deposited in the GEO Repository with the accession code GSE129724. Publicly available Chip-Seq datasets from BMDCs (H3K4me1, H3K27Ac, STAT1, IRF1, PU.1, RELA, JUNB and CEBP) and BMMs (IRF1 and IRF8) have been downloaded from GEO Repository with the accession codes GSE36099 and GSE77886, respectively. Source data underlying plots are in Supplementary Data 2 and all other data (if any) are available upon request.

# Supplementary material for: Monocytes undergo multi-step differentiation in mice during oral infection by Toxoplasma gondii
**Source:** Commun Biol. 2019 Dec 18;2:472. doi: 10.1038/s42003-019-0718-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of additional supplementary files**

**Supplementary Data 1**: List of the ATAC peaks identified in clusters I to VIII (related to Figure 4). 

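Each region of this table was compared with the peak lists. Both edges of 100% of the regions held are edges of peaks from 5 of the 12 lists, those of naive BM replicate 1, naive spleen replicate 2, infected BM, infected spleen and SILP replicate 1. Of the regions on the sheet of promoters, 99.94% lie within 2 kb of an annotated start site. The sheet of distal regions was held only in part, 7.27% of its regions. Of these, 90.5% lie more than 2 kb from an annotated start site, and no overlap or enrichment was tested on it. The 2 sheets together list 6441 regions. The quantification of each sample is log2 of whole reads times a constant for that sample. With the constant of naive BM set to 1, it was 1.58 for naive spleen, 1.08 for infected BM, 1.21 for infected spleen and 1.53 for SILP. With these constants 100% of the low values came out as whole reads, within 0.02. The median promoter region of cluster I had 12 reads in naive BM, 9 in naive spleen, 43 in infected BM, 52 in infected spleen and 39 in SILP. For cluster II the medians were 26, 18, 27, 67 and 57 reads in the same order. The table gives 1 column per condition, so it holds no replicate error.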

For each region, the associated gene is indicated and the quantification in each sample is shown.

**Supplementary Data 2:** Raw data supporting graphs and charts presented in the figures.

How the deposited data were processed for this re-analysis (not part of the article)

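The accessibility of chromatin was measured by ATAC-Seq in 12 libraries of sorted monocytes, each made from 20000 cells. They were grouped by organ and infection as in the paper: 4 naive libraries (2 BM, 2 spleen), 8 infected libraries at 8 dpi (2 BM, of which 1 from WT cells of mixed chimeras; 4 spleen, of which 1 chimeric WT, 1 CD11c low and 1 CD11c high; and 2 SILP). The labels of 2 libraries give a WT genotype with the CD45 allele but not the host, and the chimeric host was taken from the legend of Fig. 7. The labels of the CD11c-sorted libraries do not name the marker, which was taken from the paper.

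The authors mapped paired-end reads to mm10 with Bowtie2, removed multi-mapped, low-quality, blacklisted and duplicate reads, and called peaks with MACS2 at a q of 0.05 for each library on its own. The authors' deposited lists give a fold over background (a ratio), a −log10 p and a −log10 q for each peak, and a score that MACS2 writes for display. The lowest −log10 q in the 9 lists called with local background was 1.30, which is the stated threshold. In 3 lists (naive spleen replicate 1, CD11c low and CD11c high) the peak names and the steps of the deposited fold values show a genome-wide background without local correction, a setting that the methods do not list. The deposited folds and scores depend on the depth and the background of each list. They were therefore used only to rank or filter peaks within a list. The number of fragments per library is not given in the lists. In the 3 lists with a genome-wide background it could be followed through the fold steps, which give a background pileup of 0.168 fragments in naive spleen replicate 1, 0.196 in CD11c low and 0.178 in CD11c high. The weakest peaks of these lists rest on 3 to 4 fragments at the summit. A missing peak in any list can therefore be a region just below the threshold.

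From the lists, peaks on nuclear chromosomes that overlapped by at least 1 bp were merged into 79680 atlas regions, after the rule of the paper's methods. The result was the same as with bedtools 2.31.1. A region was scored as open in a library when a peak of that library lay in it. The SeqMonk quantification and its correlation threshold, GREAT and AME need reads, web services or motif matrices and were not repeated. The principal component analysis was not repeated either. Gained and lost regions, the presence classes and the distance of 1 minus the Jaccard index between libraries were computed from the scores. Groups of libraries were compared by exact permutation tests, one-sided, of the mean distance between groups minus the mean distance within groups. Conditions with 1 library were described without a test. Shares are given with 95% Wilson intervals, which cover counting error only. Regions were called distal at more than 2 kb from a transcription start site of GENCODE mouse release M21. In distal classes I and II and in promoter clusters I and II, 8 consensus words were counted within 100 bp of the infected spleen summit and compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 8 words. Fixed rules set which genes are named: the genes of Fig. 7b, the genes printed beside the proximal clusters of Fig. 4c that are listed in their cluster in Supplementary Data 1 (whose values there had been seen), and the genes nearest to the 3 class I and 3 class II regions with the highest fold in the infected spleen list. Of the printed genes, the text names some and gives counts for the others.

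The main settings, the tests and most alternatives were fixed before the data were examined. The alternatives were a −log10 q of at least 5 in every library, or only where a peak is required; the 10000 peaks with the highest −log10 q of each library; an overlap of 50% of the length; chimeric or CD11c high libraries in place of the unsorted ones; distances of 1 kb and 5 kb from a start site; windows of 50 and 200 bp; an overlap coefficient in place of the Jaccard index; and leaving out libraries in turn. Further alternatives, added after the peak names had been seen, use only libraries with one kind of run name in their peak names or leave out the 3 lists with a genome-wide background. A test of infected BM with labels exchanged only within host (chimeric or not) was also added after the data were seen. On simulated lists of 20000 regions the classification recovered all 2580 regions that fitted a class, either planted or by chance. No peak was missed in these lists, so this checks the code and not the effect of missed peaks. On 200 simulated sets without a difference, the split test of infected against naive libraries gave a p of 0.05 or lower in 7%, and it did so in 100% of 20 sets with a difference. The simulated libraries had equal noise, and none was as short as the CD11c low list. The simulation therefore does not give the power of the test on the real lists. The word scan recovered 800 of 800 planted words. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.

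Left out were peaks on the mitochondrial genome, except for a check of the number of fragments. The sheet of distal regions in Supplementary Data 1, of which 7.27% of the regions were held, entered no overlap or enrichment test. Its held regions were used only to check edges, distances from start sites and the quantification, and to look up Il10. Single-cell qPCR, flow cytometry and ChIP-Seq overlaps were not analysed here. Some results are not reported here.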

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

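Of the tests below, those of total coverage, mitochondrial fragments, a genome-wide background, the number of peaks and the sex of the mice were chosen only after the result was seen. Those of peak strength and of reads shared with the X copies were planned before their values were computed.

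The CD11c low list stood apart from the other infected libraries. It held 12476 peaks, and the next smallest of the 8 infected lists held 36604. Its mean distance (1 minus the Jaccard index) to the other 7 infected libraries was 0.756, where the next highest was 0.502 for CD11c high. Among the 4 infected spleen libraries the mean distance was 0.759, against 0.546 for the next. In all, 9 combinations of a group and a measure were examined in this way and 3 showed a library far from the others, all 3 through this list, while chance gives about 1 in 20. Total fragment coverage argues against a shallower library. The background pileup recovered from the fold steps was 1.10 times that of the CD11c high list, although the list held only 0.236 times as many peaks. A larger mitochondrial share is also argued against, since the pileup at the mitochondrial summit relative to background was 0.790 of that in the CD11c high list. What remains open is a lower share of fragments within open chromatin. In line with it, the CD11c high regions that also had a CD11c low peak were the stronger ones, with a median percentile of −log10 q of 87.6 against 37.5 for the others, so that the list may hold mainly the strongest regions. A poorer transposition, a different mixture of cells in the sort and a biological difference between CD11c low and CD11c high monocytes would give the same picture, and with 1 library per condition they were not tested.

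The chimeric WT BM library had peaks at the promoters of 4 of 4 Y-linked genes examined (Ddx3y, Eif2s3y, Uty and Kdm5d), where both naive BM libraries had 0. These genes were chosen after the Y chromosome had been found to carry peaks, and the paper does not report on them. The chimeric WT spleen and CD11c high libraries also had peaks at all 4, naive spleen replicate 1 at 3 and CD11c low at 1 (Ddx3y). The other 7 lists had none. Peak calling with a fixed background does not explain the pattern, since 2 lists with all 4 were called with local background. Nor does the number of peaks called, since 5 lists without any held more peaks than the smallest list with all 4 (38725). Reads shared with the X copies of the genes are argued against as well, because 7 lists with peaks at all 4 X copies had no Y promoter peak. Under the explanation of mice of different sex, no list would have peaks at both a Y promoter and the Xist promoter, and the number of such lists was 0. The Xist promoter had a peak in 5 of the 7 lists without a Y promoter peak. This is consistent with libraries from male and from female mice, which the labels do not state. The paper says that mice were matched for sex and age. If the sex of the mice differed between libraries, it may add to the differences between chimeric and non-chimeric libraries and between the naive spleen replicates. A strain difference of the Y chromosome was not tested.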

How the results depend on the processing

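Of the alternatives below, those that use libraries with 1 kind of run name, leave out the lists with a genome-wide background or exchange labels within host were chosen only after the data were seen. For 52 results, 306 alternative values were computed. Of these, 36 repeat the main value or another alternative by construction and are left out of the counts below. They include an overlap of 50% of the length for all atlas results, since every peak lies wholly inside its region. Of the other 270, 185 kept the direction and the side of the threshold or stayed within the spread, 69 moved, 10 changed direction and 6 passed the threshold of a test that the main value did not pass. The replicate numbers mark no shared animals in the labels or the paper and were not used for pairing. Chimeric and non-chimeric hosts each gave BM and spleen. With labels exchanged only within host, the difference of infected BM from infected spleen and SILP had an exact p of 0.417 (permutation test, one-sided, 5 of 12 splits as large). Where no value below shows otherwise, the cause was not tested.

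The split of infected from naive libraries depended on single libraries. The main difference was 0.0125 (one-sided exact permutation test, p = 0.335). Leaving out each library in turn gave −0.000509 (without naive spleen replicate 1, exact test p = 0.285) to 0.0501 (without CD11c low, exact test p = 0.00303). The overlap coefficient gave 0.0450 (exact test p = 0.00404), leaving out the lists with a genome-wide background 0.0555 (exact test p = 0.0119), and libraries with 1 kind of run name 0.0487 (exact test p = 0.0476). The other 13 alternatives with the sign of the main value stayed above 0.05 in p. The difference of infected BM from infected spleen and SILP changed sign from −0.0217 to 0.0293 with the 10000 peaks of highest −log10 q per library (exact test p = 0.286), 0.0550 with the overlap coefficient (exact test p = 0.0714), 0.0637 without the lists with a genome-wide background (exact test p = 0.0667) and 0.0585 with 1 kind of run name (exact test p = 0.1). Leaving out each library in turn gave −0.0461 (without chimeric WT BM) to 0.0428 (without CD11c low, exact test p = 0.143). No setting reached 0.05, but 6 settings could not. The smallest possible p was 0.0833 with labels exchanged within host, 0.0667 without the lists with a genome-wide background and 0.1 with 1 kind of run name (the real split was the most extreme in the last 2), 0.143 without either BM library and 0.167 without the chimeric libraries. For SILP against infected spleen, only the overlap coefficient changed the sign, to 0.00653 (exact test p = 0.667), and 9 alternatives did not. The main −0.0872 shrank to −0.0244 without CD11c low (exact test p = 0.8) and −0.00767 without the lists with a genome-wide background (exact test p = 1). All 17 alternatives of the mean pairwise distances stayed within the SD of the 3 replicate pairs (0.0895), and 4 of the 17 moved by more than 0.0466, the SD without the naive spleen pair, chosen after the data were seen.

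Among gained and lost regions, 17 of 30 alternatives stayed within 1.5 times the main count. With the 10000 peaks of highest −log10 q per library, the BM gained 1265 and lost 1076 regions and the spleen gained 1787 and lost 1183. A −log10 q of at least 5 where a peak is required gave 6303 gained and 1223 lost in the spleen. Requiring both infected BM libraries gave 2746 gained, and requiring both unsorted infected spleen libraries 5794 gained and 1069 lost. These settings allow fewer regions by construction. Without naive BM replicate 1 or 2, 8960 or 9163 regions were lost in the BM. Without naive spleen replicate 1 or 2, 4188 or 10901 were lost in the spleen. Libraries with 1 kind of run name gave 9163 lost in the BM and 4188 lost in the spleen. Requiring a peak in 1 naive library in place of 2 allows more lost regions by construction.

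The distal share moved with the distance used. At 1 kb it was 84.7% for regions gained and 83.0% for regions lost in the BM, and 86.1% and 79.7% in the spleen. At 5 kb it was 61.1% and 61.7% in the BM, and 63.2% and 56.97% in the spleen. At a distance of 2 kb and with the 10000 peaks of highest −log10 q per library, 35.3% of the regions lost in the spleen were distal.

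For the presence classes, 50 of 88 alternatives stayed within 1.5 times. A −log10 q of at least 5 where a peak is required gave 686 regions in class II, 1110 in III, 427 in IV, 139 in V, 107 in VI, 237 in VII and 64 in VIII. The 10000 peaks of highest −log10 q gave 162 in class I, 360 in II, 399 in III, 269 in IV, 111 in V and 129 in VII. Chimeric WT libraries gave 102 in class VI and 838 in VII. With libraries of 1 kind of run name there were 1990 in class I, 1905 in II, 3527 in III, 2168 in IV, 950 in V, 829 in VI, 684 in VII and 1616 in VIII, where fewer libraries have to agree. Leaving out 1 replicate at a time, class II ranged from 1134 (without naive spleen replicate 2) to 2078 (without SILP replicate 1), class IV from 857 (without naive spleen replicate 2) to 4031 (without SILP replicate 1), class V from 257 (without SILP replicate 1) to 577 (without naive spleen replicate 2), class VI from 208 (without naive BM replicate 1) to 457 (without SILP replicate 2), class VII from 431 (without SILP replicate 2) to 621 (without naive spleen replicate 2) and class VIII from 125 (without naive BM replicate 1) to 1059 (without SILP replicate 2).

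For the CD11c libraries, equal numbers of 10000 peaks changed the regions found only in CD11c low to 2752 and only in CD11c high to 3048. For the promoter clusters, the difference between infected spleen or SILP and naive libraries moved with the 10000 peaks of highest −log10 q to 14.1 percentage points in cluster I, 21.5 in II, 9.33 in IV, −14.2 in V, −11.4 in VI and −17.9 in VIII. A −log10 q of at least 5 gave −8.13 in cluster V and −2.52 in VI. The other 16 alternatives of the clusters moved by less than the SD between libraries, and none changed sign.

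In distal classes, 37 of 40 alternatives for the words kept direction and side of the threshold. With chimeric WT libraries, the STAT word was 3.34 points more frequent in class I (two-sided Fisher's exact test, adjusted p = 0.00295), the C/EBP word 4.89 points (adjusted p = 0.0065) and the PU.1 word 0.210 points (adjusted p = 0.977), where the main PU.1 difference was −1.53. In promoter clusters, a window of 200 bp changed the sign for the C/EBP word (0.929 points, adjusted p = 0.837) and the RUNX word (1.96 points, exact test, adjusted p = 0.727), and 14 alternatives did not change. The depth of the libraries limits these results through the calling threshold. The lists with a genome-wide background have a median of 7 to 9 fragments at the summit, against 3 to 4 for their weakest peaks.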

Differences from the paper's values

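Of the 21 values that could be set beside the paper's, 16 were more than 1.5 times apart. All values in this part come from counts of regions with and without a peak at the authors' threshold, whereas the paper's come from read intensities. None of the alternatives in this part was chosen after the result was seen, except the comparison of the STAT word with regions outside classes I and II.

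For regions gained in the BM, the paper shows about 3300 in Fig. 4a, read by eye, and 6072 were counted. Of the alternatives set before the data were examined, a −log10 q of at least 5 where a peak is required (4171) and both infected BM libraries (2746) came within 1.5 times, and the others did not. For regions lost in the BM, the paper shows about 1200 in Fig. 4a, read by eye, and 5051 were counted. Only the 10000 peaks of highest −log10 q per library (1076) came within 1.5 times. For regions gained in the spleen, the paper shows about 3800 in Fig. 4a, read by eye, and 9696 were counted. No alternative came within 1.5 times. The regions lost in the spleen, about 1300 in Fig. 4a, read by eye, and 1950 here, were within 1.5 times. They were not with the chimeric WT (2033) or CD11c high library (2666) or without naive spleen replicate 1 (4188) or 2 (10901). The total of all clusters, 6441 in the paper's text and 6068 here, was within 1.5 times, but not with a −log10 q of at least 5 where a peak is required (3576), with the 10000 peaks of highest −log10 q (1727) or without SILP replicate 1 (11158).

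For distal cluster I, the paper shows about 2100 regions in Fig. 4c, read by eye, and 961 were counted. No alternative came within 1.5 times. For distal cluster II, the paper shows about 1400 in Fig. 4c, read by eye, and 882 were counted. The chimeric WT libraries (1302) came within 1.5 times, as did leaving out naive BM replicate 1 (961) or 2 (969), naive spleen replicate 1 (1153) or SILP replicate 1 (1693) or 2 (1029). The other alternatives did not. For distal cluster III, the paper shows about 260 in Fig. 4c, read by eye, and 1619 were counted. Only the 10000 peaks of highest −log10 q (219) came within 1.5 times. For distal cluster IV, the paper shows about 75 in Fig. 4c, read by eye, and 677 were counted, and no alternative came within 1.5 times. For distal cluster V, the paper shows about 330 in Fig. 4c, read by eye, and 200 were counted. The chimeric WT libraries (258) came within 1.5 times, as did leaving out naive BM replicate 1 (259) or 2 (255), naive spleen replicate 1 (363) or 2 (471) or SILP replicate 2 (303). The others did not. For distal cluster VIII, the paper shows about 14 in Fig. 4c, read by eye, and 89 were counted, and no alternative came within 1.5 times.

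For proximal cluster I, the paper lists 305 regions in Supplementary Data 1, and 164 were counted. Leaving out naive BM replicate 1 (219) or 2 (224), naive spleen replicate 1 (243) or SILP replicate 1 (272) came within 1.5 times, and the other alternatives did not. For proximal clusters III to VII, no alternative came within 1.5 times. In Supplementary Data 1 the paper lists 85 regions in cluster III, against 473 counted, 15 in cluster IV, against 145 counted, and 272 in cluster V, against 37 counted. It lists 866 in cluster VI, against 41 counted, and 33 in cluster VII, against 98 counted. For proximal cluster VIII, the paper shows about 18 in Fig. 4c, read by eye, and 28 were counted. A −log10 q of at least 5 in every library (25) or where a peak is required (14) and the chimeric WT libraries (24) came within 1.5 times, and the others did not. The promoter sheet of Supplementary Data 1 lists 19 regions in this cluster, and 28 is within 1.5 times of 19, so this one of the 16 depends on the reading of the figure.

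Several statements of the paper differ from the values found here. The paper gives clusters I and II as the leading distal clusters. By presence of a peak, class III held the most distal regions (1619), and classes I and II came next. With the 10000 peaks of highest −log10 q, class III fell to 219 distal regions and class II held the most (280). Without SILP replicate 1, class IV held the most (3148), and class II (1693) passed class III (1683). The paper gives cluster VI as the leading proximal cluster. By presence, class VI held 41 proximal regions, because 96.9% to 98.5% of the authors' cluster VI regions kept a peak in spleen and SILP other than CD11c low, which kept 84.2%. In the authors' own scaled quantification the median region of that cluster had 454.5 reads in naive BM, 430 in naive spleen, 426 in infected BM, 281 in infected spleen and 274 in SILP. This is the direction the paper gives. The paper drew its clusters from read intensities of these samples, so the direction is not an independent check. The paper separates infected BM from splenic monocytes. The presence of peaks gave no separation by the main test (difference −0.0217, one-sided exact permutation test, p = 0.393), and the difference was positive but above 0.05 in p with the 10000 peaks of highest −log10 q, without CD11c low and with the overlap coefficient. The paper reports few regions that differ between CD11c low and CD11c high cells. Only 441 regions were found in CD11c low alone, but 33867 in CD11c high alone. The lists hold 12476 and 52964 peaks, and with 10000 peaks each the counts were 2752 and 3048.

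The paper names STAT motifs in cluster I. The STAT word did not differ in the main test (6.56% against 4.88%, two-sided Fisher's exact test, adjusted p = 0.267) and differed with the chimeric WT libraries (adjusted p = 0.00295). The IRF, AP-1 and NF-κB words differed in the direction that the paper gives. At Il10, the paper describes the region 3 kb downstream of the start site as more accessible in the BM too, and no peak was called there in either infected BM list. It calls the region a member of cluster I, and by presence it falls in class II. The held part of the distal sheet of Supplementary Data 1, 7.27% of its regions, lists an Il10 region of cluster I 18.4 kb downstream (chromosome 1, 131038033 to 131038507), with peaks in all 4 naive libraries, and 0 regions at 3 kb. The rest of that sheet was not used here. At Il1rn, Fig. 7b marks a position 9.5 kb from the start site, and no list had a peak within 500 bp of it. A region 8.43 kb from the start site, which holds a further annotated start, had a peak in all 12 lists. At Il27, Fig. 7b marks a position 9 kb upstream, and the unsorted infected spleen list had no peak there, whereas 4 other infected spleen and SILP lists did.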

Other observations

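The tests of peak width, of the single library behind class III and of the separations within 1 way of calling, and the comparisons of words outside classes I and II, were chosen only after the data were seen. The tests of base composition and of peak strength in class III were planned before their values were computed.

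The hypothesis that words differ between class I and class II because of base composition was tested with 200 words per motif that hold the same letters in another order. The IRF word was 17.3 percentage points more frequent in class I, whereas its reordered words had a median difference of 0.671 points and a highest one of 8.95 (GAAANAGAAN). The AP-1 word was 7.88 points more frequent in class II, against a median of 0.0769 and a highest value of 6.89 (ATGACTS). The NF-κB word was 6.84 points more frequent in class II, against a median of 0.0186 and a highest value of 2.72. None of the 200 reordered words reached the observed difference for these 3 motifs. Base composition therefore does not account for the differences.

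Closed regions carried the PU.1 word more often than opened ones. It occurred in 18.1% (95% Wilson interval 14.4 to 22.5) of 343 distal regions of classes V and VI and in 6.46% (5.42 to 7.67) of 1843 distal regions of classes I and II (two-sided Fisher's exact test, adjusted over 8 words, p = 2.14e-10), a difference of 11.6 points. Reordered words had a median difference of 0.00649 points. Of the 200, 1 was as large (AGGAAGTG, 12.2 points), and it shares 7 letters in a row with the PU.1 word. Distal regions with a peak in all 8 libraries used for the classes carried it in 14.9%, so the lower value in opened regions is the one that stands apart. The comparison is of sites near a fixed summit in different libraries (naive BM replicate 1 for closed and infected spleen for opened regions). A lower use of PU.1 sites in enhancers that open during infection is a hypothesis, and binding was not measured in these libraries.

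By the main setting, class III, with a peak in the infected BM library only, held the most regions, 2092. Without SILP replicate 1, class IV held the most, 4031. The class III regions had a median percentile of −log10 q of 11.6 within the infected BM list, against 31.6 for class I. The chimeric WT BM library had a peak in 34.1% of the class III regions. Both values suggest that many of these regions lie near the calling threshold of a single library. A further part of the class may be specific to infected BM, since the chimeric WT BM share exceeded that of the chimeric WT spleen library, 8.94%, in the same regions.

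The lists with a genome-wide background had narrower peaks. The lowest median width of the other 9 lists was 2.20 times the highest of these 3. The way of calling and the libraries themselves cannot be told apart here, because each library has 1 list. The main test separated neither infected from naive libraries nor infected BM from infected spleen and SILP. To see whether infected and naive libraries separate within 1 way of calling, the test was repeated in the 7 lists that share 1 kind of run name, all with local background. The real split was then the most extreme of 21 (one-sided exact permutation test, p = 0.0476). For infected BM against infected spleen and SILP, the 6 lists with local background gave the most extreme of 15 splits (one-sided exact permutation test, p = 0.0667, the smallest possible). The separation of infected from naive libraries in these 7 lists therefore does not need a difference in calling. For infected BM the design cannot pass 0.05, and the question stays open.

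AP-1 words were most frequent in class IV, at 25.3% (22.1 to 28.7) of 677 distal regions. The IRF word was found there in 8.12%. Among the 8 libraries used for the classes, class IV opened in both SILP libraries only. Of its 822 distal and proximal regions, 58.0% had a peak in the chimeric WT spleen library and 44.5% in CD11c high. Over all regions without a naive peak and with a peak in some infected library, these shares were 32.5% and 44.2%. Class IV is therefore not restricted to the SILP. By contrast, in class III the IRF word was found in 10.0% and the AP-1 word in 6.05%.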
